# Red Blood Cell‐Mediated Enhancement of Hematopoietic Stem Cell Functions via a Hes1‐Dependent Pathway

**DOI:** 10.1096/fj.202500885R

**Published:** 2025-09-09

**Authors:** Erika Yamashita, Soichiro Hashimoto, Hiroaki Abe, Takao Sudo, Daisuke Okuzaki, Toshiya Okawa, Masaru Ishii

**Keywords:** bone marrow, erythrocyte, hematopoiesis, hematopoietic stem cell, Hes1, red blood cell

## Abstract

In bone marrow, cell numbers are balanced between production and loss. After chemotherapy, blood cell counts decrease initially but later recover as hematopoietic progenitor cells expand, although the mechanisms underlying this recovery are still unclear. We investigated the influence of red blood cells (RBCs) on hematopoietic stem cell (HSC) function during bone marrow recovery. Following chemotherapy, RBC concentrations in bone marrow peaked on day 5 posttreatment, coinciding with the recovery of hematopoiesis. Coculture of HSCs with RBCs resulted in a significant increase in hematopoiesis. Direct contact between RBCs and HSCs was essential for enhancement of hematopoiesis, and HSCs precultured with RBCs resulted in greater numbers of donor‐derived mature hematopoietic cells after transplantation. RNA‐sequencing analysis showed that Hes1 was the most significantly upregulated transcription factor in RBC coculture, and the response to RBC‐induced hematopoiesis of Hes1‐deficient HSCs was reduced. These findings imply a role of RBCs and Hes1 in the enhancement of hematopoietic recovery following bone marrow stress.

**Abbreviations**
5‐FU: 5‐fluorouracil
Ab: antibody
BFU‐E: burst‐forming unit‐erythroid
BM: bone marrow
cKO: conditional knockout
CLP: common lymphoid progenitor
CMP: common myeloid progenitor
Ctrl: control
DARC: duffy antigen receptor for chemokines
EPO: erythropoietin
EV: extracellular vesicle
GM‐CSF: granulocyte‐monocyte colony‐stimulating factor
GMP: granulocyte/monocyte progenitor
HSC: hematopoietic stem cell
ILC: type 2 innate lymphoid cell
Lin^−^
: lineage negative
LSK: Lin^−^Sca‐1^+^c‐Kit^+^
MEP: megakaryocyte/erythrocyte progenitor
MPP: multipotent progenitor
PCS: Principal component analysis
q‐PCR: quantitative real‐time PCR
RBC: red blood cell
RNA‐seq: RNA‐sequencing
SCF: stem cell factor
SDF‐1: stromal cell‐derived factor 1
SN: supernatant
ST‐HSC: short‐term hematopoietic stem cell
WBCs: white blood cells

## 1 Introduction

Hematopoietic stem cells (HSCs) reside primarily in the bone marrow and umbilical cord blood and supply all blood immune cells throughout life [1, 2, 3, 4, 5]. Bone marrow transplantation is an effective therapeutic approach for intractable hematopoietic disorders such as leukemia [6, 7]; however, insufficient engraftment caused by the limited number of donor cells is a serious problem, and securing a stable donor source is critical. Although the factors that characterize HSCs and their microenvironmental niche have been investigated [8, 9, 10], no ex vivo bone marrow HSC amplification system has yet received approval for clinical application [11, 12].

Bone marrow cell numbers are usually maintained at a constant level, with a balance between the cells produced and those that are lost. When a patient undergoes chemotherapy, the number of blood cells in the bone marrow initially decreases significantly, but later recovers as the surviving hematopoietic progenitor cells in the bone marrow expand rapidly [13]; however, the mechanism underlying this stress‐induced emergent hematopoiesis remains unclear. We reported previously that type 2 innate lymphoid cells (ILC2s) in bone marrow can sense bone marrow damage after chemotherapy and promote recovery of hematopoiesis by secreting granulocyte–monocyte colony‐stimulating factor (GM‐CSF) [14]. Nevertheless, the number of ILC2s is generally low and many other cell types are affected by bone marrow stress. Therefore, the cellular mechanisms underlying the stress‐induced recovery of hematopoiesis are unclear.

Red blood cell (RBC) numbers in bone marrow are significantly elevated immediately before recovery of hematopoiesis, implying that RBCs enhance the ability of hematopoietic progenitor cells to produce blood cells. In this study, we evaluated the role of RBCs in the recovery of hematopoiesis after bone marrow stress.

## 2 Materials and Methods

### 2.1 Mice

C57BL/6 mice were obtained from CLEA Japan (Tokyo, Japan). The congenic C57BL/6 strain (C57BL/6SJL; CD45.1 alloantigen) was purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and used for transplantation experiments. *Hes1* floxed (B6.Cg‐Hes1^tm1Imayo^/Rbrc) mice purchased from RIKEN BioResource Research Center (Kyoto, Japan) were bred with Vav1–iCre (B6.Cg‐Commd10^Tg(Vav1‐icre)A2Kio^/J) mice purchased from The Jackson Laboratory. Mice were bred and maintained under specific‐pathogen‐free conditions at the animal facilities of Osaka University, and all animal experiments were performed in accordance with the Experimental Animal Guidelines of Osaka University, using approved protocols. This study used 8 to 20‐week‐old female or male mice (no sex‐related differences were confirmed). The mice were randomly housed in groups and selected for the experiments. 5‐Fluorouracil (5‐FU) was purchased from Kyowa‐Hakko Kirin (Tokyo, Japan) and administered intravenously at 150 mg/kg to C57BL/6 mice.

### 2.2 Isolation of Hematopoietic Stem Cells

Total bone marrow cells were collected from the femur and tibia, and mature hematopoietic cells were removed using a Lineage Cell Depletion Kit (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells were stained with Lineage Cell Detection Cocktail‐Biotin (Miltenyi Biotec), PerCP/Cy5.5‐Streptavidin (eBioscience, San Diego, CA, USA, Cat# 45–4317‐82, RRID: AB_10311495), APC‐c‐Kit Ab (BD Biosciences, Franklin Lakes, NJ, USA, Cat# 561074, RRID: AB_10563203), PE/Cy7‐Sca‐1 Ab (BioLegend, San Diego, CA, USA, Cat# 108113, RRID: AB_493597), BV421‐CD48 Ab (BioLegend, Cat# 103427, RRID: AB_10895922) and PE‐CD150 Ab (BioLegend, Cat# 115903, RRID: AB_313682). Lineage‐negative (Lin^−^) Sca‐1^+^ c‐Kit^+^ CD48^−^ CD150^+^ cells were sorted as HSCs using an SH800 cell sorter (Sony, Tokyo, Japan).

### 2.3 Collection of Red Blood Cells and Extracellular Vesicles

Peripheral blood was collected from the heart of a C57BL6/J mouse. Leukocytes were removed by passing the blood through a Plasmadipur filter (Euro‐Diagnostica, Skane Lan, Sweden) and irradiated at a dose of 20 Gy using a gamma ray irradiator (Gamma Cell 40; Atomic Energy of Canada, Chalk River, ON, Canada). After washing with phosphate‐buffered saline (PBS), the precipitated fraction was collected as RBCs. To isolate extracellular vesicles (EVs), the RBCs were immersed in Terumo Blood Bag MAP Solution (Terumo, Tokyo, Japan) at 1.0 × 10^9^ cells/mL and left to stand at 4°C for 2 days. RBCs were harvested by centrifugation, and the supernatant was ultracentrifuged at 44,000 rpm (13 000 × ***g***) for 70 min at 4°C. The precipitated fraction was collected as the RBC‐derived EV fraction (EV) and the supernatant (SN) was collected separately.

### 2.4 Cell Culture

HSCs were cultured with or without RBCs, RBC‐derived EV fraction (EV), supernatant (SN) or microbeads 5 μm in diameter (Supelco, Bellefonte, PA, USA) in Stem Span SFEM Hematopoietic Cell Culture Medium (Veritas Technologies, Santa Clara, CA, USA) with 100 ng/mL mTPO (Peprotech, Cranbury, NJ, USA) and 10 ng/mL mSCF (Peprotech) using 96‐well U‐bottomed plates at 37°C in 5% CO_2_. For noncontact coculture, HSCs were cultured in 24‐well plates and a Transwell system (Corning, Corning, NY, USA). HSC and RBC numbers are reported in the figures.

### 2.5 Flow Cytometry

Cultured cell suspensions were hemolyzed with ACK lysis buffer (Thermo Fisher Scientific, Waltham, MA, USA). Lin^−^ cells, LSK (Lin^−^ Sca‐1^+^ c‐Kit^+^) cells, and CD48^−^ CD150^+^ LSK (Lin^−^ Sca‐1^+^ c‐Kit^+^ CD48^−^ CD150^+^) cells were treated with Fc Blocker (BD Biosciences, Cat# 553141, RRID:AB_394656) and stained with biotin antibody (Ab) cocktail (biotin‐CD45R/B220; BioLegend, Cat# 103203, RRID: AB_312988, biotin‐Gr‐1; BioLegend, Cat# 108403, RRID: AB_313368, biotin‐CD11c; BioLegend, Cat# 117303, RRID: AB_313772, biotin‐Ter119; BioLegend, Cat# 116203, RRID: AB_313704, and biotin‐CD3e; BioLegend, Cat# 100303, RRID: AB_312668), PerCP/Cy5.5‐streptavidin, APC‐c‐Kit Ab, PE/Cy7‐Sca‐1 Ab, BV421‐CD48 Ab, and PE‐CD150 Ab. Common myeloid progenitor (CMP; Lin^−^ c–Kit^+^ Sca‐1^−^ CD16/32^Lo^ CD34^+^), megakaryocyte/erythrocyte progenitor (MEP; Lin^−^ c–Kit^+^ Sca‐1^−^ CD16/32^Lo^ CD34^−^), and granulocyte/monocyte progenitor (GMP; Lin^−^ c–Kit^+^ Sca‐1^−^ CD16/32^Hi^ CD34^+^) cells were stained with biotin Ab cocktail, PerCP/Cy5.5‐streptavidin, APC‐c‐Kit Ab, PE/Cy7‐Sca‐1 Ab, PE‐CD34 Ab (BioLegend, Cat# 152203, RRID: AB_2629647), and APC/Cy7‐CD16/32 Ab (BioLegend, Cat# 101327, RRID: AB_1967102). Common lymphoid progenitor (CLP; IL–7R^+^ Lin^−^ c–Kit^+^ Sca‐1^−^) cells were stained with biotin Ab cocktail, PerCP/Cy5.5‐streptavidin, APC‐c‐Kit Ab, PE/Cy7‐Sca‐1 Ab, and PE‐IL7Ra Ab (BioLegend, Cat# 158203, RRID: AB_2876545). Peripheral blood was hemolyzed, treated with Fc blocker, and stained with APC/Cy7‐CD45 Ab (BD Biosciences, Cat# 561037, RRID: AB_10563075), FITC‐CD45.1 Ab (BioLegend, Cat# 110705, RRID: AB_313494), PacificBlue‐CD45.2 Ab (BioLegend, Cat# 109819, RRID: AB_492873), PE‐Gr‐1/Mac1 Ab (BioLegend, Cat# 108407, RRID:AB_313372), PE/Cy7‐CD3 Ab (BioLegend, Cat# 100219, RRID: AB_1732068), and APC‐CD19 Ab (BioLegend, Cat# 152409, RRID: AB_2629838). To analyze Notch1 and Notch2 expression, cultured cell suspensions were hemolyzed, treated with Fc blocker, and stained with biotin Ab, PerCP/Cy5.5‐streptavidin, APC‐c‐Kit Ab, and PE/Cy7‐Sca‐1 Ab with PE‐Notch Ab (BioLegend, Cat# 130607, RRID: AB_1227719), PE‐Notch2 Ab (BioLegend, Cat# 130707, RRID: AB_1227725), or PE‐isotype control (BioLegend, Cat# 400508, RRID: AB_326530). Stained cells were analyzed by flow cytometry (BD FACS Canto II; BD Biosciences) using FlowJo software (TreeStar, Ashland, OR, USA).

### 2.6 Immunohistochemistry

Five days after a single 5‐FU administration, in vivo staining with CD150‐PE Ab (BioLegend, Cat# 115903, RRID: AB_313682) (2 μg per mouse) was performed. Femurs and tibias were harvested, fixed in 4% paraformaldehyde, and dehydrated in 30% sucrose solution. Frozen bone sections were prepared using the Kawamoto method [15]. Sections were stained with Ter‐119‐FITC Ab (BioLegend, Cat# 116205, RRID: AB_313706). Images of the sections were acquired using an inverted microscope (Ti2‐E; Nikon, Tokyo, Japan) equipped with a CSU‐W1 SoRa confocal scanner unit (Yokogawa Electric Corporation, Tokyo, Japan) and a Plan Apochromat Lambda S 20× objective lens (NA 0.75; Nikon) or Plan Apochromat 40× objective lens (NA 0.95; Nikon).

### 2.7 Competitive Repopulation Assay

Aliquots of 500 HSCs isolated from C57BL/6SJL (CD45.1) mice were cocultured with or without RBCs for 1 week. The cultured cells and 1 × 10^6^ bone marrow cells from C57BL6/J (CD45.2) mice were transplanted into C57BL6/J (CD45.2) mice irradiated at the dose of 10 Gy. Peripheral blood was collected from the eyes at 2, 4, and 8 weeks after transplantation, and flow cytometry was performed. The proportions of CD45.1^+^ cells among CD45^+^ leukocytes, Gr1/Mac1^+^ granulocytes or macrophages, CD3^+^ T cells, and CD19^+^ B cells were calculated.

### 2.8 RNA Sequencing

HSCs and LSK cells with or without RBCs were cultured for 1 day. The cultured cell suspensions were hemolyzed with ACK lysis buffer and treated with Fc blocker. Cells were stained with APC/Cy7‐CD45 Ab, and CD45‐positive cells were sorted using an SH800 cell sorter (Sony); approximately 3000 cells were collected per sample. Total RNA was extracted using QIAzol lysis reagent (Qiagen, Germantown, MD, USA) and sequenced using the HiSeq 2500 platform (Illumina, San Diego, CA, USA). Fold changes between samples were analyzed by two‐tailed Student's *t* test (*p* < 0.05) using the Subio Platform and Subio Basic Plug‐in v1.20 (Subio Inc., London, UK). RNA‐sequencing (RNA‐seq) data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE287700. On the basis of the obtained data, pre‐processing, principal component analysis (PCA), and differential gene expression analysis were performed using iDEP v2.01 (http://bioinformatics.sdstate.edu/idep/) [16].

Pathway analysis was performed using the PROGENy (Pathway RespOnsive GENes) footprint method (progeny v. 1.20) with the decoupleR package [17]. The voom‐normalized expression matrix was input into a multivariate linear model (MLM) with the mouse PROGENy model [18], using signed gene weights for 14 core signaling pathways. The resulting pathway activity scores (positive = activation; negative = inhibition) were scaled across samples and visualized by bar plots. Hes1 regulatory network analysis was performed by importing literature‐curated Hes1 transcriptional interactions in mouse (organism = 10 090) via OmniPathR [19]. Only stimulatory edges or inhibitory edges were retained, and each target gene was assigned a mode of regulation value of +1 or −1. Limma‐derived moderated *t*‐statistics for the contrast of interest (Exp vs. Ctrl) were then extracted for all Hes1 targets. Activating (mor = +1) and inhibiting (mor = −1) gene sets were each ranked by the absolute value of their *t*‐statistics, and bar plots of *t*‐values (sorted by |*t*|) were used to visualize the top‐ranked targets in each group. Pathway analysis and Hes1 regulatory network analysis were performed in R (v. 4.2.0) on MacOS.

### 2.9 Quantitative Real‐Time PCR

Total RNA and cDNA from HSCs were prepared using an RNeasy Mini Kit (QIAGEN, Hilden, Germany) and a high‐capacity RNA‐to‐cDNA kit (Thermo Fisher Scientific) following the manufacturers' instructions. Relative expression levels of Hes1 were evaluated according to the TaqMan gene expression assay protocol (Thermo Fisher Scientific). Quantitative real‐time PCR (q–PCR) was performed using QuantStudio7 (Thermo Fisher Scientific). Gene expression was calculated relative to the housekeeping gene *Gapdh*. Taqman FAM dye‐labeled MGB probe sets for *Notch1* (Mm00627185_m1), Notch2 (Mm00803077_m1), *Hes1* (Mm01342805_m1) and *Gapdh* (Mm99999915_g1) were purchased from Thermo Fisher Scientific.

### 2.10 Burst‐Forming Unit‐Erythroid Assay

CD48^−^ CD150^+^ LSK cells were isolated from HSCs that have been cultured with or without RBCs for 7 days. Aliquots of 5000 CD48^−^ CD150^+^ LSK cells were cultured for 10 days in medium with EPO (MethoCult SF M3436; STEMCELL Technologies, Vancouver, BC, Canada) using 3.5‐cm dishes at 37°C in 5% CO_2_. The numbers of burst‐forming unit‐erythroid (BFU‐E) colonies were counted.

### 2.11 Statistics and Reproducibility

Differences between two groups were analyzed using the two‐tailed unpaired Student's *t* test. Differences among three or more groups were evaluated using one‐way analysis of variance (ANOVA). Statistical analysis was performed using Prism v. 9 (GraphPad Software, La Jolla, CA, USA). The numbers of samples and animals included in these analyses are indicated in the figures.

## 3 Results

### 3.1 Stress–Induced Increase in RBCs Enhances Hematopoiesis

Bone marrow conditions are markedly altered by chemotherapy. We analyzed bone marrow dynamics over time to investigate the recovery phase following 5‐FU administration. On day 5 post‐administration, collected bone marrow cells turned red, implying the presence of RBCs (Figure 1A). The RBC concentration peaked on day 5 and then decreased and returned to the baseline; hematopoiesis recovered by day 8 (Figure 1B). The RBC concentration in peripheral blood peaked on day 4 and then decreased to the baseline by day 6 (Figure 1C). To visualize the spatial relationship between HSCs—the primary drivers of hematopoiesis—and RBCs, we performed immunohistological analysis of bone marrow sections. Compared to untreated controls, Ter119^+^ RBC density was markedly higher following 5‐FU administration (Figure 1D), and the number of RBCs making direct contact with CD150^+^ HSCs increased by approximately fourfold under 5‐FU treatment (Figure 1D,E).

**FIGURE 1:**
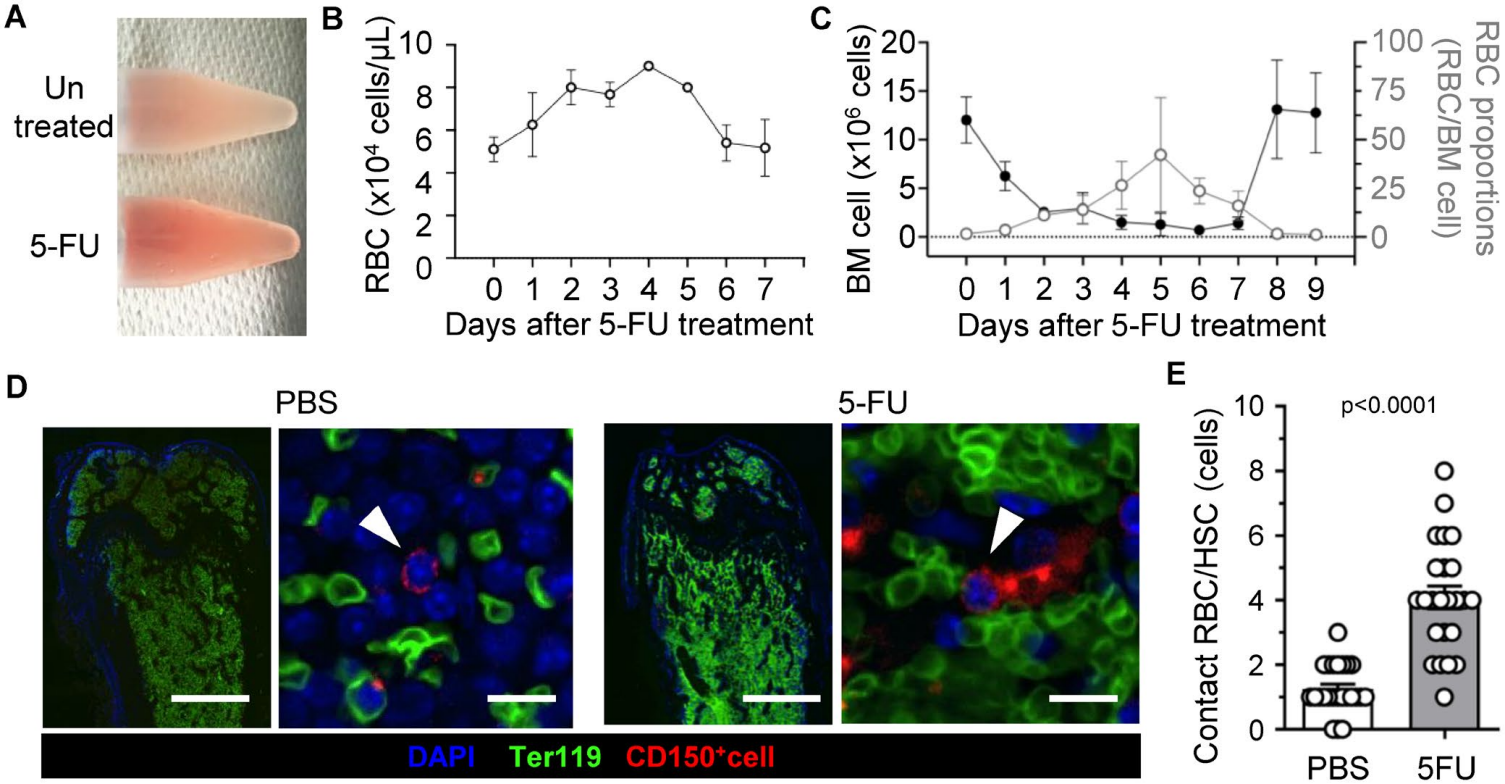
Red blood cells (RBCs) expand early in the recovery phase after 5‐FU treatment. (A) Images of bone marrow (BM) cell suspension before (Untreated) and 5 days after 5‐FU administration (5‐FU). (B) Trends in RBC numbers collected from BM during 5‐FU administration (*n* = 6 mice per group). (C) Trends in BM cell numbers and RBC proportions among cells collected from BM during 5‐FU administration (*n* = 3–10 mice per group). (D) Confocal microscopy images of frozen bone marrow sections from controls (PBS) and at 4 days after 5‐FU administration (5‐FU). Single nuclear CD150^+^ cells and nonnuclear Ter119^+^ cells (RBCs) were detected at low (left panel) and high magnification (right panel). Green, Ter119; red, CD150; blue, DAPI. Scale bars = 1 mm (left panel) and 10 μm (right panel). (E) Quantification of numbers of RBCs in contact with a single CD150^+^ cell (*n* = 24 per group). All data are presented as means ± SD. *P*‐values are shown in the figures.

To assess the effects of RBCs on HSC function, we isolated CD48^−^ CD150^+^ LSK cells as HSCs, which maintain permanent hematopoiesis [20], and cultured them with or without RBCs. Coculture with RBCs led to significant increases in the numbers of total white blood cells (WBCs), Lin^−^ cells, LSK (Lin^−^ Sca‐1^+^ c–Kit^+^) cells, and CD48^−^ CD150^+^ LSK cells (Figure 2A,B). The observed increases were approximately 2.63‐fold for WBCs, 3.53‐fold for Lin^−^ cells, and 1.71–fold for CD48^−^ CD150^+^ LSK cells (Figure 2B). Notably, the increase was more pronounced in hematopoietic progenitors, Lin^−^ cells and LSK cells, which had differentiated from the HSCs. We also investigated the amplification of myeloid progenitor fractions derived from the expanded HSCs. The different progenitor cell fractions (CLPs, MEPs, CMPs, and GMPs) were higher when cocultured with RBCs (Figure 2C,D). The increases were 1.32‐fold for CLPs, 3.07‐fold for MEPs, 2.10‐fold for CMPs, and 1.75‐fold for GMPs (Figure 2D). The increase was more pronounced for myeloid progenitors than for lymphoid progenitors. These findings imply that coculture of RBCs with HSCs can enhance the proliferation of hematopoietic progenitors and myeloid‐differentiated blood cells.

**FIGURE 2:**
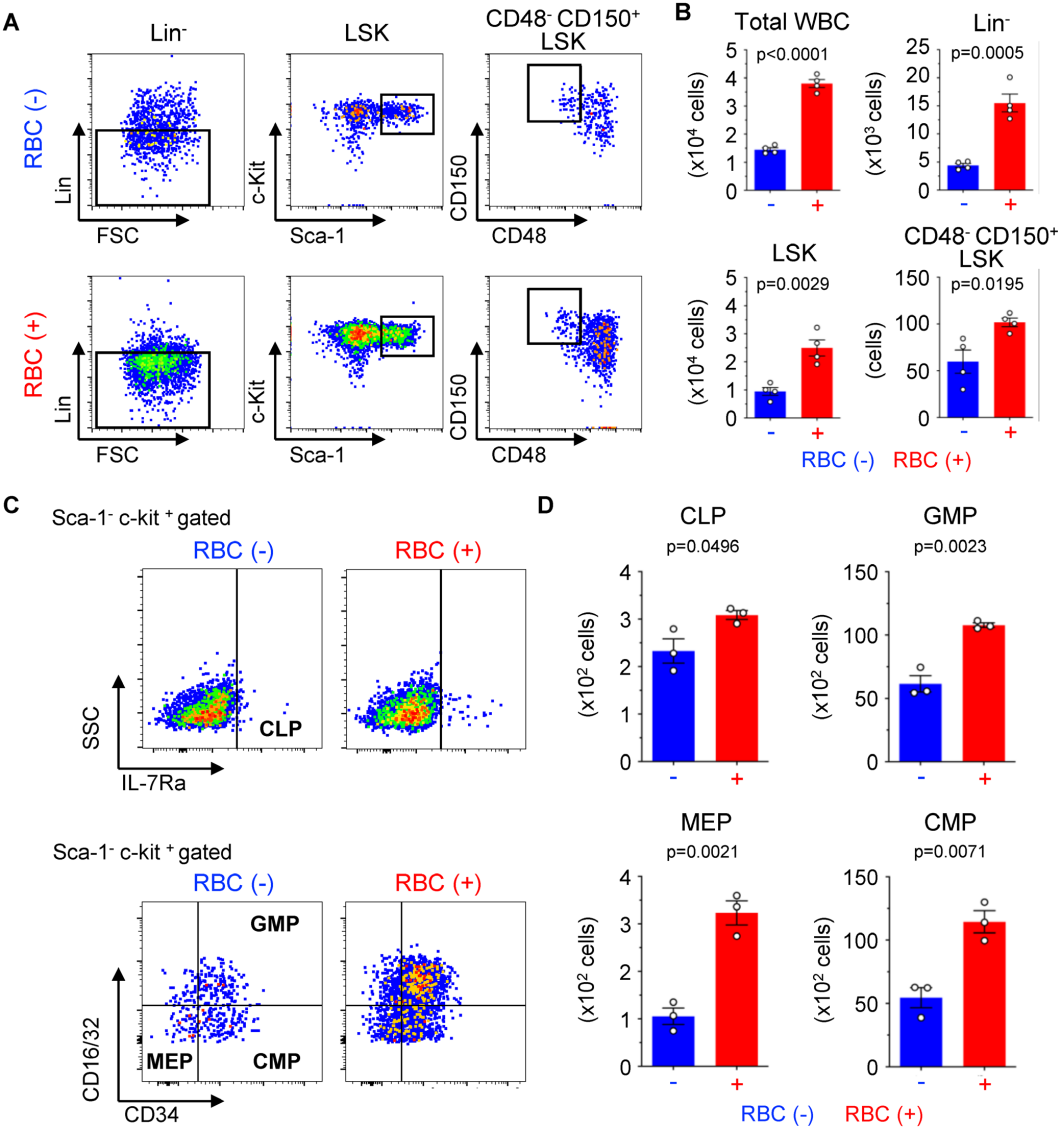
RBCs stimulate the expansion of hematopoietic cells. (A, B) Total white blood cells (WBCs), lineage‐negative (Lin^−^) cells, LSK cells, and CD48^−^ CD150^+^ LSK cells; and (C, D) progenitor cells after culture of 500 HSCs with or without 1.0 × 10^7^ RBCs for 7 days. (A) Flow cytometric analysis of Lin^−^, LSK, and CD48^−^ CD150^+^ LSK cell populations. (B) Numbers of WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells (*n* = 4 per group). (C) Flow cytometric analysis of common lymphoid progenitor (CLP), common myeloid progenitor (CMP), granulocyte/monocyte progenitor (GMP), and megakaryocyte/erythrocyte progenitor (MEP) populations. (D) Numbers of CLP, CMP, GMP, and MEP cells (*n* = 3 per group). All data are presented as means ± SD. *P*‐values are shown in the figures.

### 3.2 RBC‐Induced Enhancement of Hematopoiesis Requires Direct Cell–Cell Contact

To determine whether direct contact with RBCs is essential for the enhancement of hematopoiesis, we utilized a Transwell coculture system that allows the exchange of soluble factors but prevents direct cell–cell interaction. The increases in WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells detected on coculture with RBCs were abolished when cells were separated by the Transwell membrane (Figure 3A,B). To examine the role of RBC‐derived factors further, we treated HSCs with either EV or SN collected from cultured RBCs. Neither RBC‐derived EV nor SN replicated the proliferative effect seen in direct coculture (Figure 3C), reinforcing the conclusion that soluble factors alone are insufficient and that direct RBC–HSC contact is critical for enhanced cellular proliferation. We next examined whether this effect could be mimicked by physical clustering with inert particles of similar size to RBCs. HSCs were cocultured with polystyrene microbeads 5 μm in diameter, chosen to approximate the dimensions of RBCs. However, flow cytometric analysis showed that the presence of the microbeads failed to enhance hematopoiesis (Figure S1). These findings excluded the possibility that cell proliferation is driven simply by nonspecific physical proximity to similarly sized objects.

**FIGURE 3:**
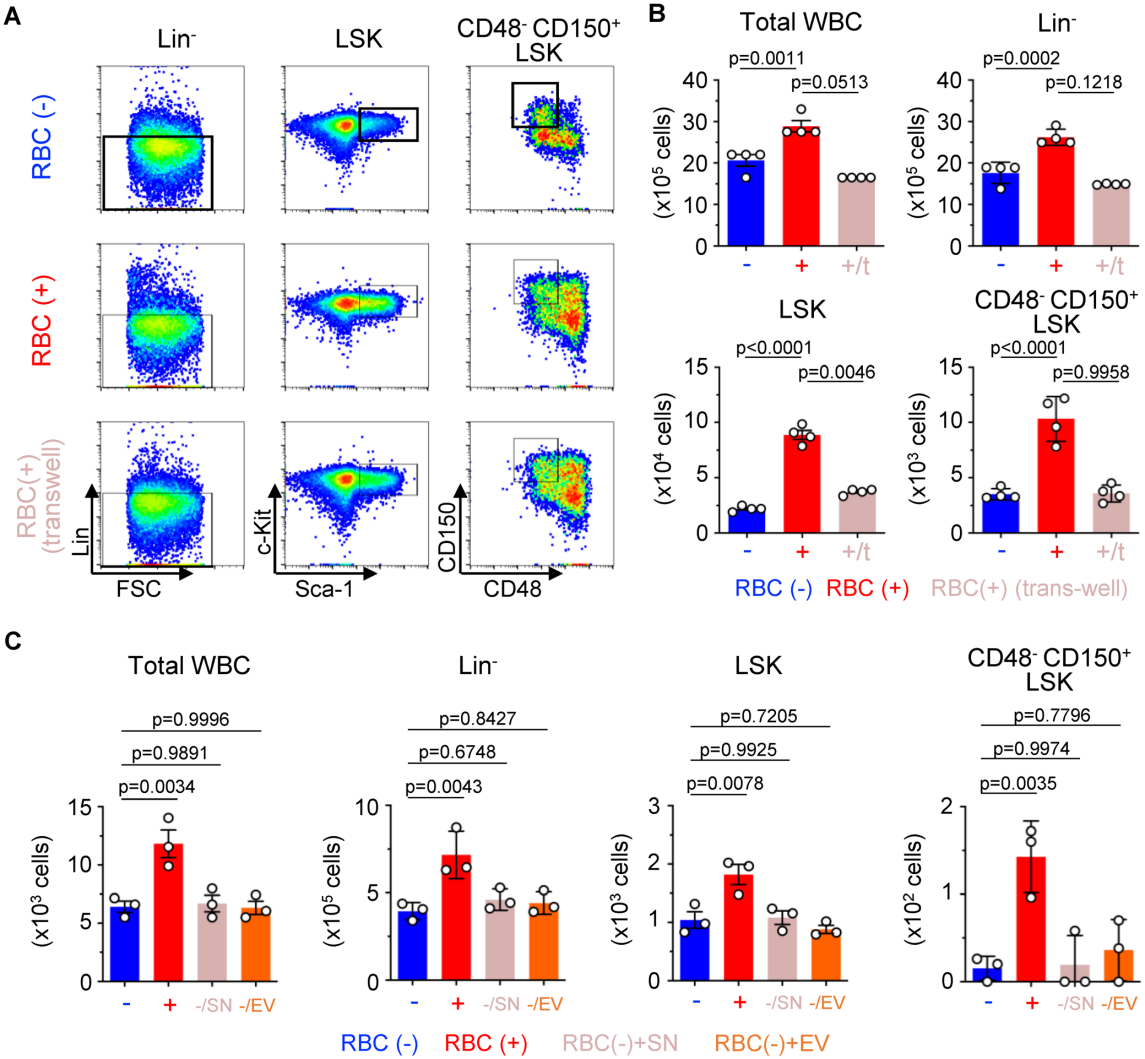
RBC‐induced hematopoiesis requires direct cell contact. (A, B) Progenitor cells after culture of 1000 HSCs with or without 5.0 × 10^6^ RBCs or in a Transwell system for 7 days. (A) Flow cytometric analysis of Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells. (B) Numbers of WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells are shown (*n* = 4 per group). (C) Analysis of progenitor cells after culture of 500 HSCs with supernatant (SN), extracellular vesicles (EVs), or 1.0 × 10^7^ RBCs for 7 days. Numbers of WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells are shown (*n* = 3 per group). All data are presented as means ± SD. *P*‐values are shown in the figures.

These in vitro results were consistent with our in vivo observations following 5‐FU treatment that increased physical proximity between RBCs and HSCs in the bone marrow coincided with enhanced hematopoiesis (Figure 1D,E). Taken together, our data show that direct interaction with RBCs, and not exposure to soluble factors or size‐matched mimics, is required to stimulate enhancement of hematopoiesis in HSCs.

### 3.3 RBC‐Induced Hematopoietic Enhancement Is Prominent Early in Bone Marrow Recovery In Vivo

To determine whether HSCs cocultured with RBCs enhance hematopoietic cell amplification in vivo, a competitive repopulation assay was conducted (Figure 4A). CD45.1^+^ HSCs, precultured with or without RBCs, were transplanted into irradiated CD45.2^+^ congenic recipients, and the hematopoietic responses of donor cells were investigated. At 2 weeks after transplantation, the proportions of donor‐derived mature hematopoietic cell populations (WBCs, granulocyte/macrophage lineage cells, T cells, and B cells) were significantly higher in recipients that were transplanted with HSCs cocultured with RBCs (Figure 4B), confirming the enhancement of hematopoietic function in vivo. However, these differences were marginal at 4 and 8 weeks after transplantation (Figure 4B). These findings indicate that RBCs promote the short‐term hematopoietic activity of HSCs, likely by supporting the generation of short‐term hematopoietic stem cells (ST‐HSCs) and multipotent progenitors (MPPs). This leads to the transient expansion of hematopoietic progenitors contributing to both myeloid and lymphoid lineages during bone marrow recovery.

**FIGURE 4:**
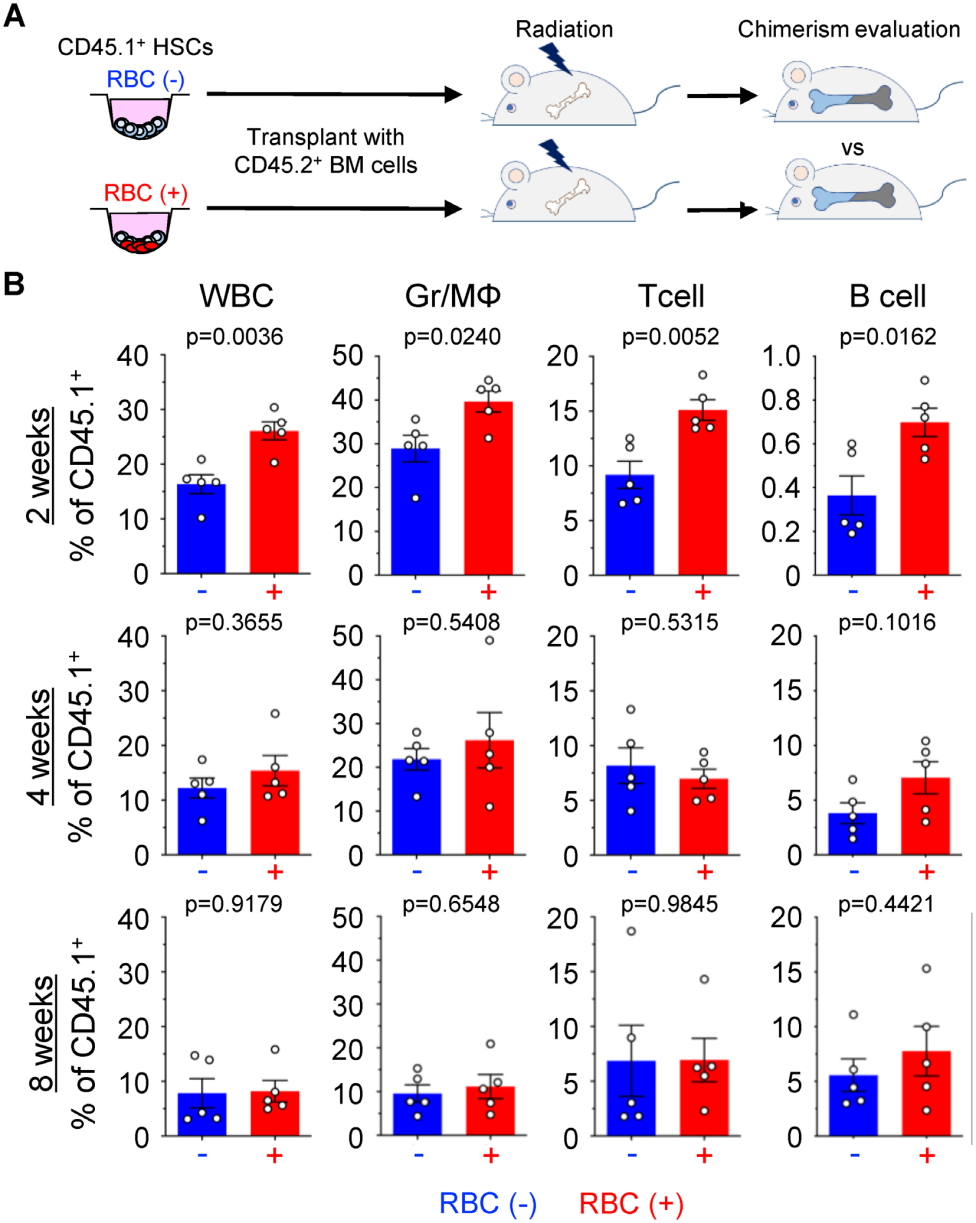
RBCs induced hematopoiesis in vivo. (A) Protocol for the competitive transplantation assay. Samples of 500 HSCs from donor mice (CD45.1^+^ mice) with or without 1.0 × 10^7^ RBCs were cultured and transplanted into irradiated recipient mice (CD45.2^+^ mice). (B) Evaluation of chimerism at 2, 4, and 8 weeks by competitive transplantation assay (*n* = 5 per group). All data are presented as means ± SD. *P*‐values are shown in the figures.

### 3.4 Transcription Factors Linked to RBC–Mediated Modulation of Hematopoiesis

To identify the factors responsible for the RBC‐induced enhancement of the hematopoietic function of HSCs, we conducted RNA‐seq of HSCs and LSK cells cultured in the presence or absence of RBCs. 

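RNA was sequenced from HSCs and LSK cells after 1 day of culture with or without RBCs, with 2 libraries in each of the 4 groups and about 3000 sorted CD45-positive cells per library. The authors deposited 1 FPKM value (fragments scaled by transcript length and by the mapped fragments of the library) for each of 24346 gene symbols in every library, already normalized for transcript length and depth. The paper's text does not name the aligner, the genome build or the annotation. FPKM values summed to between 680942 and 752107 per library, and between 14829 and 16551 genes had a value above 0. Among 4301 genes with a mean FPKM under 1, 3412 (79.3%) had values that were whole multiples of a single step in all 8 libraries once the relative depth was taken into account, so the depth of the libraries is known relative to each other. It lay between 0.886 and 1.13 times that of the first LSK library without RBCs, while the absolute number of reads remains unknown. For the comparisons, FPKM values were transformed as log2(FPKM + 1), and the 12003 genes with an FPKM of at least 1 in at least 2 libraries were tested in a single fit of the 4 groups with limma and its mean-variance trend. Fold changes on this scale understate the changes of genes with low FPKM. A gene was called when its p-value after Benjamini-Hochberg adjustment was under 0.05 and its change at least 2-fold. With 2 libraries against 2, an exact two-sided permutation test cannot give a p-value below 0.333 for a single gene, so the calls rest on the spread shared across genes.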

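A principal component analysis of the log2(FPKM + 1) values of the tested genes placed 41.8% of the variance on PC1 and 16.1% on PC2. All 4 HSC libraries had positive PC1 scores, from 20.3 to 27.5, and all 4 LSK libraries negative scores, from -31.1 to -17.3. On PC2, the libraries without RBCs lay between 10.4 and 22.1 and those with RBCs between -20.0 and -7.53. The split into the 4 groups accounted for 66.9% of the total variance. Among all ways to part the 8 libraries into 4 pairs, only the real one gave a share this large (exact permutation test, p = 0.0095), and the next highest share was 62.8%. Across genes, which are not independent replicates, Pearson's r between replicates lay between 0.979 and 0.983, and the highest r between libraries of different groups was 0.98.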

PCA revealed tight clustering across replicates, indicating that HSCs and LSK cells, as well as the presence or absence of RBCs, constituted distinct and reproducible subsets (Figure 5A). Differential gene expression analysis identified 40 upregulated genes in HSCs and 32 in LSK cells cocultured with RBCs; 19 genes were upregulated in both populations. Among these, 14 genes (*Hes1, Chad, Itgam, AA467197, Bace2, Gbp4, Gbp6, Fos, Camkk1, Tgm2, Adgre5, Gbp9, Arntl*, and *Bhlhe40*) exhibited comparable expression levels in HSCs and LSK cells (Figure 5B). 

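In HSCs, 76 genes were higher and 17 were lower with RBCs (limma, Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold). In LSK cells, 108 genes were higher and 13 were lower. Both populations shared 38 of the genes with higher expression and 1 with lower expression. Leaving out the fold threshold moved these counts most, to 189 genes higher in HSCs, 278 in LSK cells and 93 in both. With all genes above 0 in at least 1 library tested, 46 genes were higher in HSCs, 63 in LSK cells and 25 in both. By the size of the change, Hba-a1 was among the top 5 in both populations, with a log2 fold change of 5.99 (standard error 0.330, adjusted p = 3.8e-05) in HSCs and 4.16 (standard error 0.330, adjusted p = 4.7e-04) in LSK cells. The top 5 in HSCs also held Snora47, Mir719, S100a9 and Hbb-b1, and those in LSK cells Mir24-2, Mir719, Fos and Retnlg. Snora47 had at most 3 reads in a library and Mir24-2 at most 1, so their fold changes rest on single reads. Hbb-b1 has near-identical copies between which reads can be split. Among the genes with lower expression, the top 5 were Fcer1a, Ccl9, Snord22, Ccl4 and Mpo in HSCs and Mir8113, Gm24148, Pf4, Nqo1 and Angptl2 in LSK cells. Angptl2 fell by 1.48 on the log2 scale in LSK cells (standard error 0.140, adjusted p = 8.1e-04), and Ccl9 fell by 1.84 in HSCs (standard error 0.176, adjusted p = 0.0011).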

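All 14 genes passed the threshold in both populations. Their log2 fold changes lay between 1.22 and 3.02 in HSCs and between 1.10 and 3.31 in LSK cells, with limma adjusted p-values of at most 0.010 and 0.0019. Adjusted over the list alone, 14 of 14 genes had an adjusted p under 0.05 in each population; the study chose this list on the same libraries, so that count is not independent evidence. Between LSK cells and HSCs, 13 of the 14 genes did not pass the threshold in either culture condition, Fos being the exception. With no fold threshold, 8 of the 14 genes had an adjusted p under 0.05 between LSK cells and HSCs in at least 1 condition. Of the 38 genes with higher expression in both populations, 28 passed neither comparison of LSK cells with HSCs. Chad lies on chromosome 11 of GRCm38 from 94565047 to 94569127 (GENCODE M21), overlapping the gene Acsf2 on the other strand, so that counting without strand would share reads between them. Its FPKM was 55.0 ± 5.62 (SD, n = 2) in HSCs without RBCs and 456 ± 74.9 (SD, n = 2) with RBCs. For Itgam, on chromosome 7 from 128062640 to 128118491 and overlapping Gm49368 on the same strand, FPKM rose from 3.34 ± 0.285 to 24.2 ± 2.41 (SD, n = 2 each) in HSCs. The smallest changes were those of Bhlhe40, with a log2 fold change of 1.22 in HSCs and 1.10 in LSK cells. A test of the difference between the effects in HSCs and LSK cells passed the threshold for 0 of the 14 genes (5 at an unadjusted p under 0.05), the lowest adjusted p being 0.059, for Fos.

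**Figure D1:**
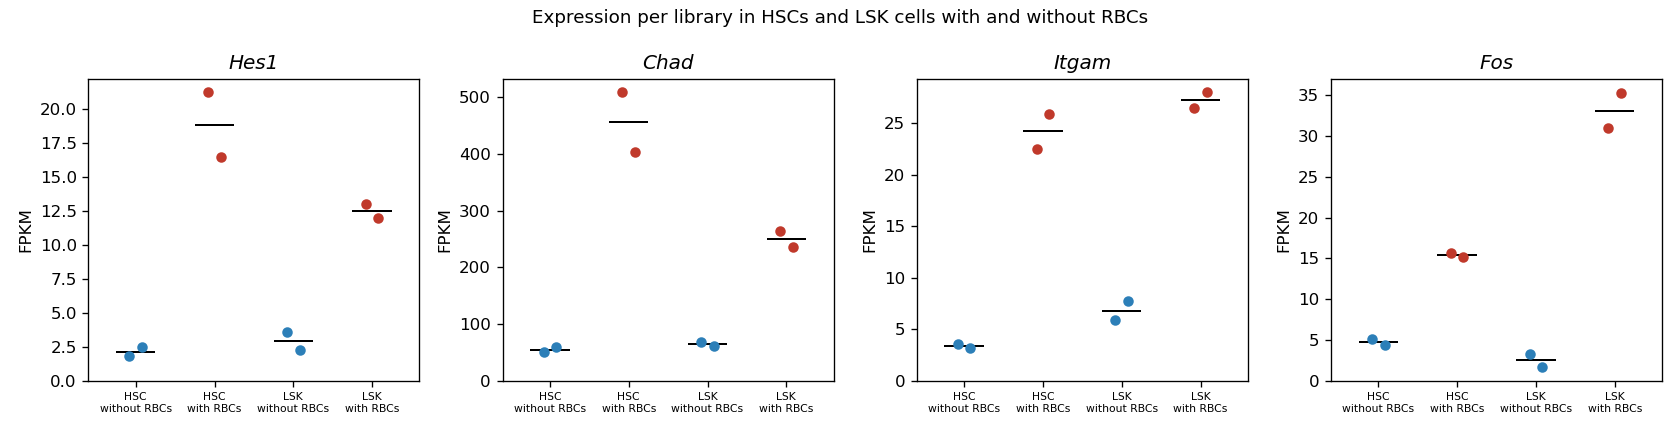
FPKM of Hes1, Chad, Itgam and Fos (y axis, starting at 0) in HSCs and LSK cells without RBCs (blue) and with RBCs (red); each point is 1 library and each line the mean of 2 libraries. In all 4 genes, both libraries with RBCs lie above both libraries without RBCs of the same cell type.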

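Of the 723 transcription factors tested, 7 passed the threshold with higher expression in HSCs with RBCs. Hes1, which lies on chromosome 16 of GRCm38 from 30064384 to 30067796, ranked 1 among them and 1 among all 723. Its FPKM was 1.80 and 2.46 in the HSC libraries without RBCs and 21.3 and 16.4 in those with RBCs, a log2 fold change of 2.66 (standard error 0.198, limma adjusted p = 3.0e-04). Fits that each left out 1 library gave between 2.49 and 2.84, and the rank did not change. Tcf24 followed with 1.90, then Fos with 1.53, Skil with 1.39, Irf4 with 1.27, Arntl and Bhlhe40. This order and the lead of Hes1 depend on the pseudocount. As ratios of geometric mean FPKM, the values were 8.87 for Hes1, 8.22 for Tcf24, 6.22 for Irf4, 3.28 for Fos and 2.87 for Skil. In LSK cells, 12 transcription factors passed the threshold with higher expression. There the log2 fold change of Hes1 was 1.81 (adjusted p = 0.0019), below that of Fos at 3.31.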

*Hes1* was the transcription factor with the highest expression fold change in HSCs cocultured with RBCs (Figure 5C). *Hes1* maintains stem/progenitor cells by regulating cellular quiescence and fate decisions [21, 22]. Although *Hes1* is dispensable for steady‐state hematopoiesis, it plays key roles in maintaining stem/progenitor cells and protecting HSCs from replicative stress that can impair hematopoietic capacity [22]. To explore the pathways involved in RBC‐induced hematopoietic enhancement, we conducted pathway enrichment analysis using the PROGENy method, which predicts pathway activity based on gene expression signatures. The top enriched pathways in LSK cells cocultured with RBCs were PI3K, EGFR, JAK–STAT, and TNFα, all of which are associated with stem cell self‐renewal (Figure 5D). These results were consistent with our in vivo and in vitro findings that showed RBCs enhanced hematopoiesis. 

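The weights of the PROGENy signatures were not used here; instead, 4 short lists of response genes, written before the values were seen, were tested in LSK cells with camera (preset inter-gene correlation 0.01), adjusted over the 4 lists. Genes repressed by PI3K signaling, which rise when its activity falls, had a median log2 fold change of 0.24, with 14 of 17 genes higher (camera adjusted p = 5.4e-04). JAK-STAT response genes had a median of 0.09, with 17 of 20 higher (camera adjusted p = 0.0041). Without replicate 1 of the LSK cells without RBCs, the JAK-STAT median was -0.01. TNF response genes had a median of 0.09, with 9 of 16 higher (camera adjusted p = 0.089), and EGFR response genes a median of 0.24, with 8 of 13 higher (camera adjusted p = 0.38). The EGFR median depended on the filter: it was 0.0185 with all genes above 0 and 0.12 with an FPKM of at least 1 in at least 1 library. The TNF median was 0.01 without that same library and 0.17 without replicate 1 of the LSK cells with RBCs. Without replicate 2 of the LSK cells without RBCs, the EGFR median was 0.14. Under fry, the rise of the genes that PI3K signaling represses and that of the JAK-STAT genes also passed, and with an estimated correlation 0 of the 4 lists did (1 at an unadjusted p under 0.05). The paper states that the top pathways are associated with stem cell self-renewal.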

Notably, *Hes1* is a well‐established regulator of stem cell quiescence and fate decisions, further supporting its functional involvement in this context.

**FIGURE 5:**
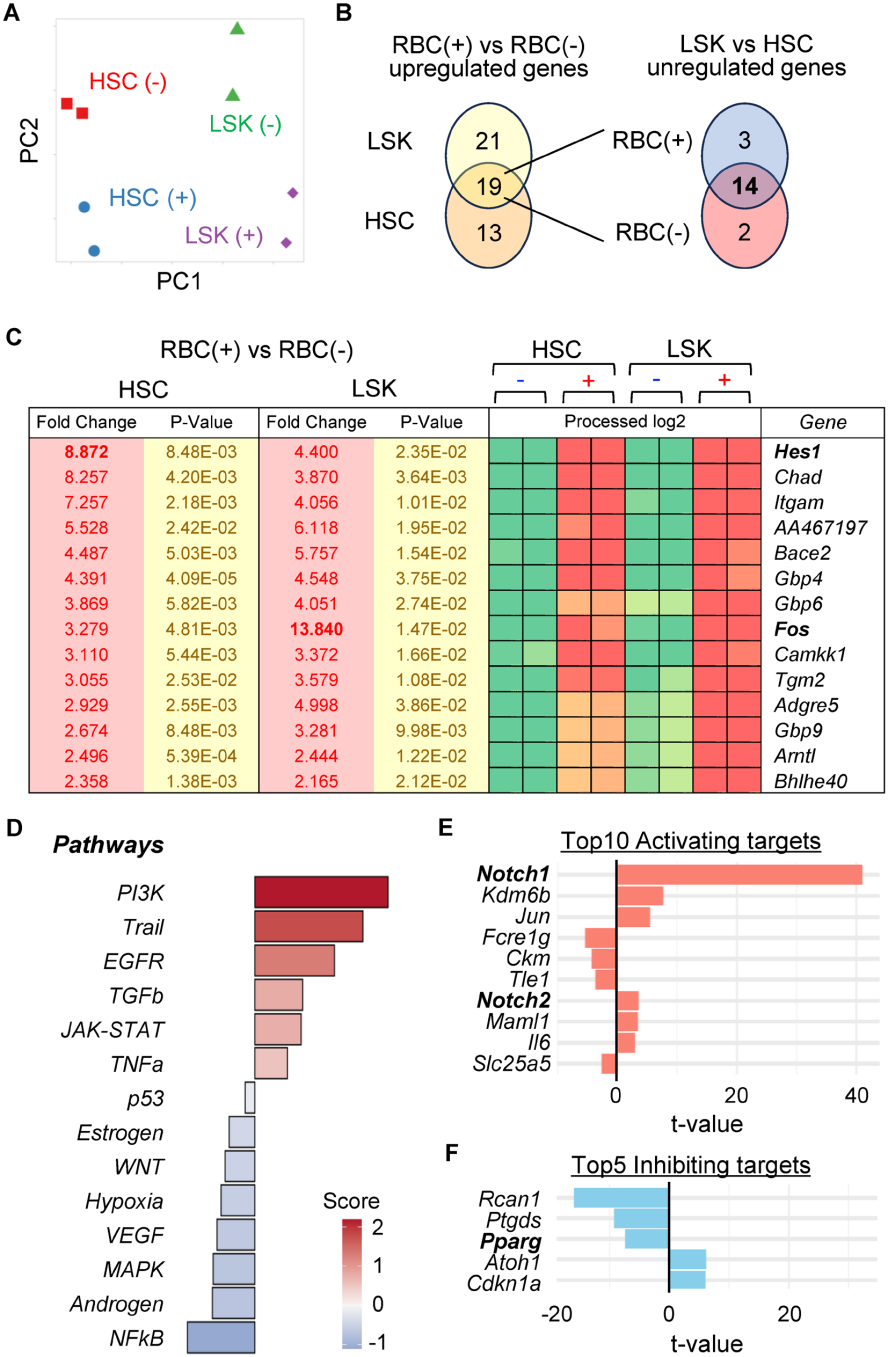
Bioinformatics analysis of HSCs and LSK cells cocultured with RBCs. (A) Principal component analysis (PCA) plot of bulk RNA‐seq data. (B) Venn diagrams were generated using the limma trend method for differential gene expression analysis. Genes highly upregulated in both HSCs and LSK cells cultured with RBCs are indicated in bold. (C) Comparative analysis of the 14 genes indicated in bold in (B). (D) Pathway enrichment analysis using the PROGENy method in LSK cells cocultured with RBCs. (E, F) Network analysis using the OmniPath database in LSK cells cocultured with RBCs. Expression changes of known Hes1‐regulated top 10 activating targets (E) and top 5 inhibiting targets (F) are shown.

To elucidate downstream targets of *Hes1* further, we analyzed changes in the expression of known Hes1‐regulated genes in LSK cells cocultured with RBCs using the OmniPath database. Several key activators were upregulated, including *Notch1, Kdm6b, Jun, Notch2, Maml1*, *and Il6*, many of which have been implicated in HSC proliferation (Figures 5E, S2). Of these, *Notch1, but* not *Notch2*, is recognized as a central regulator of stem cell maintenance and differentiation [23]. 

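The 10 activating targets of Fig. 5E include 9 that passed the expression filter. In LSK cells, 6 of these 9 were higher with RBCs. Jun passed the threshold over all genes tested, with a log2 fold change of 1.24 (standard error 0.197, limma adjusted p = 0.012). Adjusted over the list alone, 3 of 9 genes had an adjusted p under 0.05: Notch1, Jun and Il6; the study picked the genes on the same libraries, so this count is not independent evidence. Notch1 (chromosome 2 from 26457903 to 26516663, minus strand) had an FPKM of 3.75 ± 0.0614 (SD, n = 2) without RBCs and 5.65 ± 0.0255 (SD, n = 2) with RBCs. It had a log2 fold change of 0.49 (standard error 0.143, limma adjusted p = 0.11). For Kdm6b, Notch2, Maml1 and Il6, the log2 fold changes were 0.39, 0.33, 0.34 and 0.68, with limma adjusted p-values between 0.158 and 0.312. Il6 rests on 7 and 16 reads without RBCs and 20 and 23 with RBCs. Leaving out replicate 1 of the LSK cells without RBCs lowered the value of Il6 to 0.44. Fcer1g, Tle1 and Slc25a5 were lower, with log2 fold changes of -0.16, -0.17 and -0.14. Without replicate 1 of the LSK cells without RBCs, the values of Tle1 and Slc25a5 were -0.0303 and -0.0874, and without replicate 2 that of Tle1 was -0.31. Ckm did not reach an FPKM of at least 1 in 2 libraries.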

Importantly, *Hes1* is also a direct target of Notch signaling, consistent with previous reports describing a positive feedback loop between Notch1 and Hes1 [24]. In addition, we identified *Pparg* as a gene that was suppressed in response to RBC exposure (Figures 5F, S2). 

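Pparg (chromosome 6 from 115360951 to 115490399) had FPKM values of 0.489 and 0.439 in LSK cells without RBCs and 0.221 and 0.211 with RBCs, below the expression filter. These values correspond to 20 reads without RBCs and 8 with RBCs, summed over 2 libraries each. Given the relative depth of the libraries, an exact two-sided binomial test on these reads gave p = 0.086 (0.11 after Benjamini-Hochberg adjustment over the 3 targets below the filter). This test covers counting error alone and compares these libraries, not the conditions. In a fit of all genes above 0 in at least 1 library, the log2 fold change of Pparg was -0.27 (limma adjusted p = 0.34). Of the other inhibiting targets in Fig. 5F, Ptgds had a log2 fold change of -0.78 (limma adjusted p = 0.11) and was past an adjusted p of 0.05 only when adjusted over the list alone, as 1 of 3 genes tested; over all genes, 0 of these 3 passed (1 at an unadjusted p under 0.05), and as the study picked them on these libraries the count over the list is not independent evidence. Rcan1 and Cdkn1a had log2 fold changes of -0.15 and 0.13 (limma adjusted p = 0.48 and 0.42). Atoh1 was listed at 0 in both LSK libraries without RBCs and had 2 and 4 reads with RBCs.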

As *Hes1* has been reported to mitigate replicative stress in HSCs via downregulation of PPARγ signaling [22], this finding provides further mechanistic support.

Taken together, these data support a model in which direct contact with RBCs activates the Notch1–Hes1 signaling axis, promoting self‐renewal and stress resilience in HSCs during hematopoietic recovery.

### 3.5 The Notch1–Hes1 Signaling Axis Influences RBC‐Mediated Modulation of Hematopoiesis

Among the genes associated with RBC‐induced hematopoiesis, we focused on Hes1, which is implicated in replicative stress caused by transplantation [21, 22]. Hes1 expression was significantly increased in HSCs cocultured with RBCs (Figure 6A). Following a bone marrow injury by 5‐FU, we used qPCR to measure *Hes1* gene expression in HSCs. *Hes1* expression increased significantly from day 1 to day 5 after single administration (Figure 6B), coinciding with the increase in RBC concentrations (Figure 1B). To evaluate the role of *Hes1* in RBC‐induced hematopoiesis, we generated hematopoietic lineage‐specific Hes1 conditional knockout mice (*Hes1* ^flox/flox^; Vav1‐iCre). HSCs isolated from these mice had an approximately 4.3‐fold reduction in Hes1 expression (Figure 6C). Coculturing Hes1 knockout HSCs with RBCs reversed the increases in WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells in the control (Figure 6D). These findings show that Hes1 is a key mediator of RBC‐induced hematopoietic activation.

**FIGURE 6:**
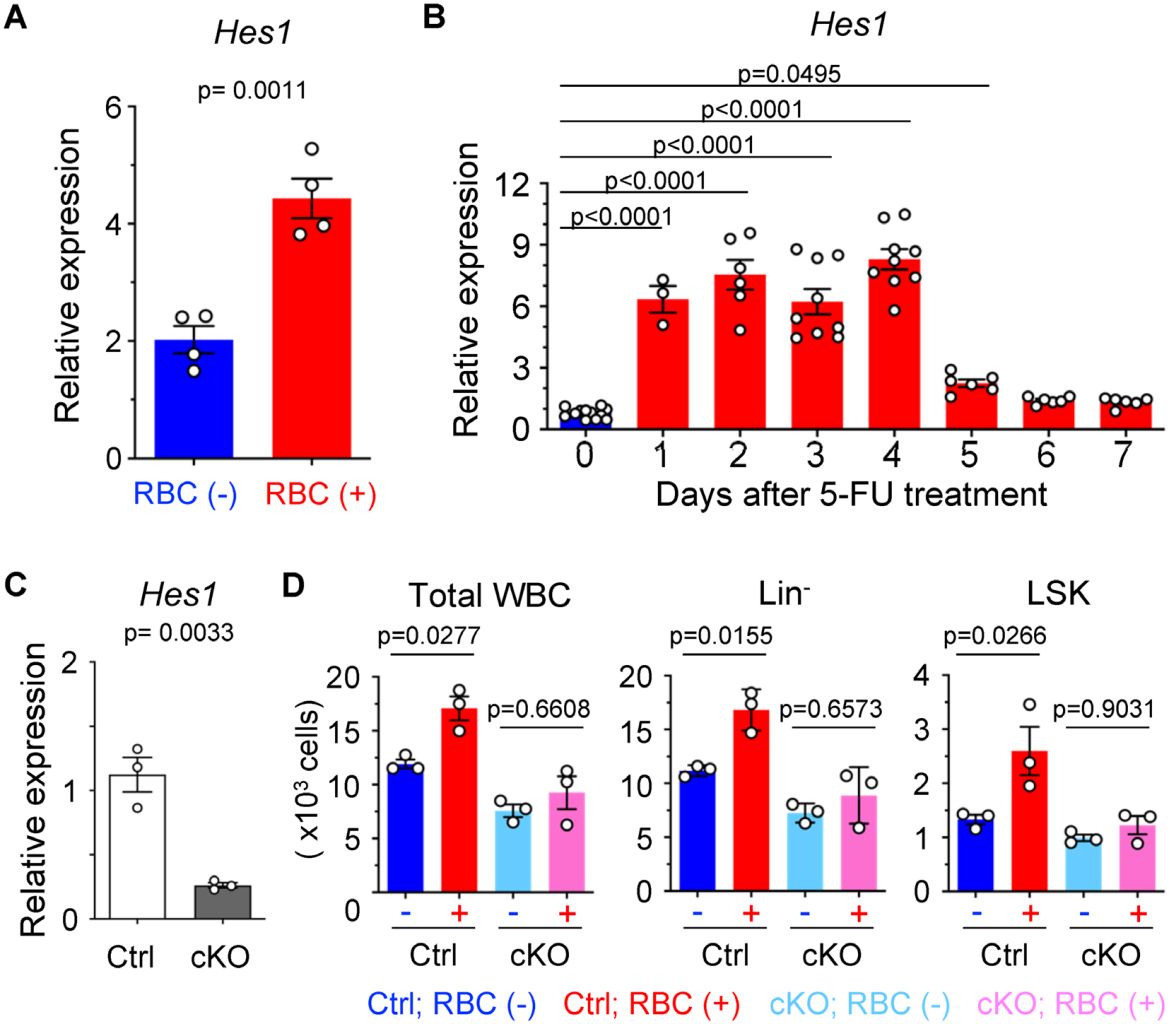
Hes1 modulates RBCs‐induced hematopoiesis. (A) *Hes1* expression levels in HSCs after culture with or without RBCs for 1 day (*n* = 4 per group). (B) *Hes1* expression levels in HSCs during 5‐FU administration (*n* = 3–12 per group). (C) Comparison of *Hes1* expression in HSCs collected from *Hes1* ^fl/fl^ (control, Ctrl) and *Hes1* ^flox/flox^; Vav1‐iCre (conditional knockout, cKO) mice. (D) Numbers of WBCs, Lin^−^ cells, LSK cells after culture of 500 HSCs with or without 1.0 × 10^7^ RBCs in Ctrl or cKO mice for 7 days (*n* = 3 per group). All data are presented as means ± SD. *P*‐values are shown in the figures.

As noted above, Notch1 and Notch2 were detected among Hes1‐associated targets, and *Hes1* itself is a direct downstream target of Notch signaling, implying a potential positive feedback loop. To explore the role of Notch signaling under conditions of hematopoietic stress further, we evaluated Notch1 and Notch2 expression in HSCs. qPCR analysis revealed no significant changes in *Notch1* or *Notch2* mRNA levels with or without RBCs (Figure 7A, Figure S3A). However, flow cytometric analysis revealed that both the frequency of the Notch1^+^ population and the median fluorescence intensity (MFI) of Notch1^+^ in LSK cells increased significantly upon RBC coculture by approximately 7.08‐fold and 1.71‐fold, respectively (Figure 7B–D), while Notch2 expression remained unchanged (Figure S3B–D).

**FIGURE 7:**
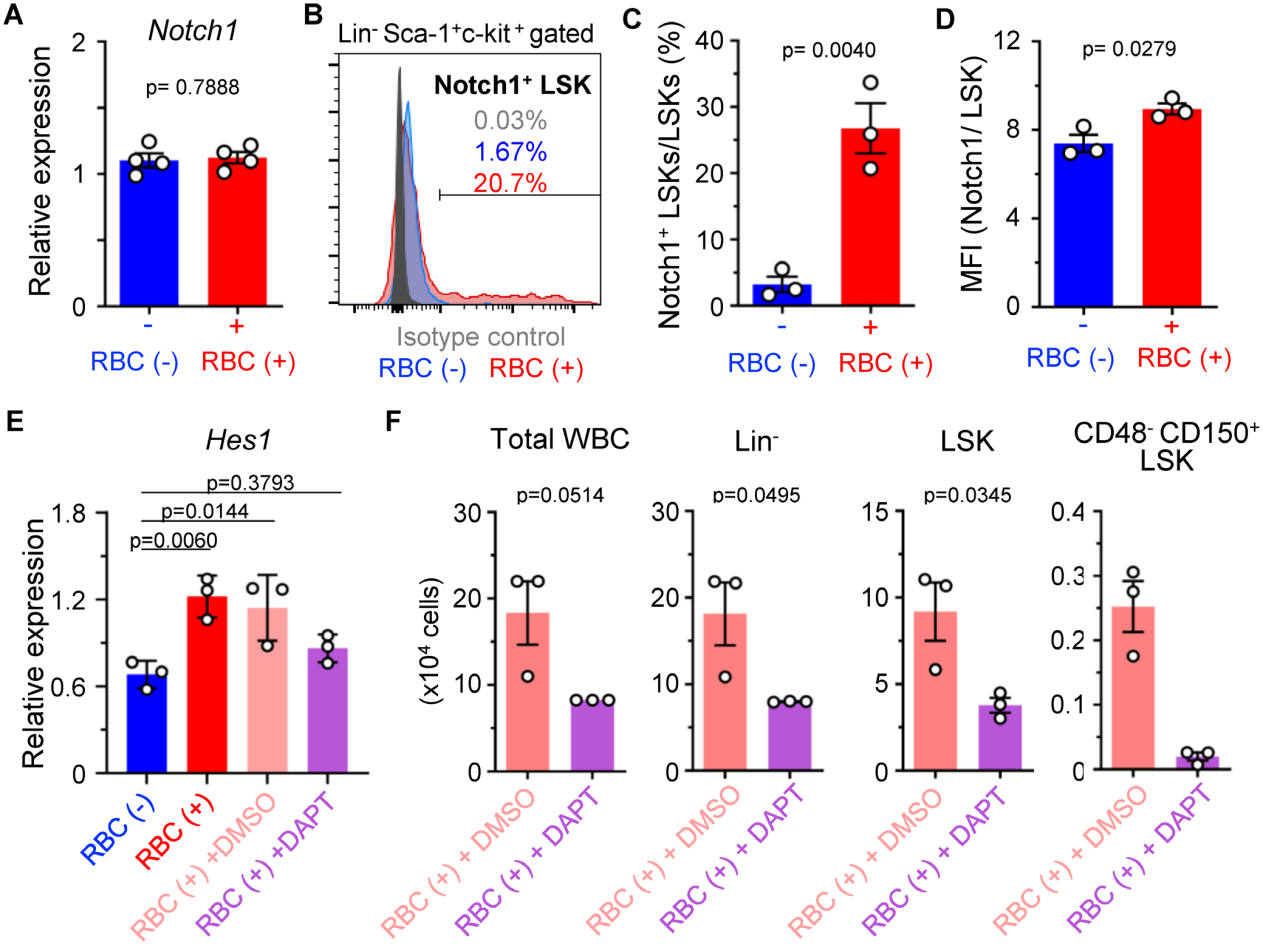
Notch1 modulates RBC‐induced hematopoiesis via Hes1. (A) Notch1 expression levels in HSCs after culture with or without RBCs for 1 day (*n* = 4 per group). (B–D) Flow cytometric analysis of LSK cells after culture of 500 HSCs with or without 1.0 × 10^7^ RBCs for 1 day. (B) Histogram of LSK cells. (C) The percentages of Notch1^+^ LSK cells among LSK cells are shown (*n* = 3 per group). (D) Median fluorescence intensity (MFI) (*n* = 3 per group). (E) *Hes1* expression levels in HSCs after culture of 500 HSCs with 1.0 × 10^7^ RBCs and solvent control (DMSO) or 10 μM DAPT for 1 day (*n* = 3 per group). (F) Analysis of progenitor cells after culture of 500 HSCs with 1.0 × 10^7^ RBCs and DMSO or 10 μM DAPT for 4 days. Numbers of WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells are shown (*n* = 3 per group). All data are presented as mean ± SD. *P*‐values are shown in the figures.

To evaluate the functional relationship between Notch1 and Hes1, we examined *Hes1* expression in HSCs cultured with RBCs in the presence or absence of the Notch1 inhibitor DAPT. While DMSO‐treated controls maintained elevated *Hes1* expression levels in the presence of RBCs, the addition of DAPT reduced *Hes1* expression to levels comparable to those observed in cultures without RBCs (Figure 7E). Furthermore, the addition of DAPT abolished the RBC‐induced increases in total WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells (Figure 7F), confirming that Notch1 activity is essential for the hematopoietic effects mediated by RBCs.

Taken together, these findings show that Notch1, but not Notch2, plays a critical role in mediating the *Hes1*‐dependent response to RBCs. This establishes the Notch1–Hes1 signaling axis as a central mechanism by which RBCs enhance HSC function during stress‐induced hematopoietic recovery.

## 4 Discussion

Our findings provide insights into the relationship between RBCs and HSC function during bone marrow recovery, particularly in the context of chemotherapy‐induced stress. The key findings implicate RBCs in the proliferation and differentiation of HSCs and indicate that this effect is mediated by direct cell–cell contact via the Notch1–Hes1 signaling axis.

RBC concentrations in bone marrow increased transiently after 5‐FU administration, coinciding with a peak in hematopoietic progenitor cell proliferation. This result implies that RBCs contribute to the modulation of hematopoiesis in response to stress‐induced bone marrow damage. The proportion of RBCs relative to HSCs increased up to tenfold during the recovery phase following 5‐FU administration compared to steady‐state conditions. This increase could not be explained solely by a temporary decrease in WBCs due to the cytotoxicity of 5‐FU to rapidly dividing cells. Our data indicate that erythropoiesis is upregulated in response to bone marrow suppression. Supporting this finding, the RBC/HSC ratio in bone marrow and the RBC concentration in peripheral blood increased early in the recovery phase, implying that erythropoiesis is activated in bone marrow, enhancing RBC release into the circulatory system. This response is likely driven by increased erythropoietin (EPO) secretion in response to 5‐FU‐induced anemia [25, 26, 27, 28]. In addition, the BFU‐E colony‐forming ability of HSCs cocultured with RBCs was not enhanced (Figure S4), and the EPO receptor was not upregulated in both HSCs and LSK cells cocultured with RBCs. These results imply that the sensitivity of HSCs to EPO was unchanged, indicating that the RBC increase was primarily a result of enhanced differentiation caused by an elevated EPO level. Collectively, these findings support the notion that the transient increase in RBCs is not a consequence of chemotherapy‐induced stress but is a functionally relevant adaptation driven by intrinsic regulatory mechanisms.

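Epor (chromosome 9 from 21958897 to 21963506, minus strand) had FPKM values of 11.5 and 10.4 in HSCs without RBCs and 8.14 and 11.1 in HSCs with RBCs, a log2 fold change of -0.18 (standard error 0.199, limma adjusted p = 0.79). In LSK cells, FPKM was 6.63 and 5.70 without RBCs and 6.32 and 9.57 with RBCs, a log2 fold change of 0.30 (standard error 0.199, limma adjusted p = 0.47). Neither passed the threshold. In HSCs, the value was 0.02 without replicate 1 of the HSCs with RBCs and -0.39 without replicate 2. In LSK cells, it was 0.03 without replicate 2 of the LSK cells with RBCs and 0.56 without replicate 1. From the receptor and colony formation, the paper reasons that the sensitivity of HSCs to EPO did not change.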

In vitro coculture showed that direct RBC–HSC interactions significantly enhance the proliferation of HSCs and their downstream progenitor populations. This effect was absent in a Transwell system, indicating that direct cell–cell contact is essential for RBC‐mediated enhancement of hematopoiesis. Furthermore, RBC‐derived EVs and soluble factors alone or size‐matched mimics had no effect, reinforcing the importance of direct contact between RBCs and HSCs. Our finding highlights a previously unrecognized role of RBCs in modulating hematopoiesis. Although formerly considered passive oxygen carriers, RBCs have diverse functions, including miRNA‐mediated intercellular signaling and regulation of inflammatory and immune responses [29, 30, 31]. In particular, RBCs contain high levels of miRNAs, which are secreted via EVs; some (e.g., miR‐451, miR‐144, miR‐486, and miR‐4732‐3p) promote erythroid differentiation [32, 33, 34, 35]. However, EV supplementation did not significantly influence the hematopoietic potential of HSCs after 5‐FU administration, indicating that the RBC‐mediated enhancement of HSC function is not driven by miRNAs in EVs. RBCs regulate immune responses by binding to chemokines as scavengers at inflammatory sites and releasing them into plasma when chemokine levels decline, thereby maintaining homeostasis [36]. The chemokine stromal cell‐derived factor 1 (SDF‐1) binds to the Duffy antigen receptor for chemokines (DARC) expressed on RBCs and their precursors [37]. SDF‐1 enhances the synergistic effects of IL‐6, IL‐12, and stem cell factor (SCF) on the proliferation of HSCs, potentially protecting quiescent cells from 5‐FU–induced damage [38, 39]. This regulatory role of RBCs implies a potential mechanism by which RBCs contribute to the restoration of bone marrow homeostasis following chemotherapy‐induced suppression.

Using transcriptomic profiling, we identified Hes1 as the key transcription factor in RBC‐mediated enhancement of hematopoiesis. Hes1, a bHLH transcriptional repressor, is highly expressed in quiescent HSCs and maintains stem/progenitor cells by inhibiting cell cycling and expansion while preserving long‐term reconstitution activity [21, 40]. Functional analyses using *Hes1* conditional knockout mice showed that Hes1 is essential for RBC‐mediated enhancement of hematopoiesis. Given that Hes1 regulates stem/progenitor cell maintenance under transplant stress [22], our findings imply that RBCs support hematopoietic recovery following chemotherapy‐induced damage via activation of Hes1‐dependent pathways. Supporting this model, pathway enrichment analysis revealed activation of the PI3K, EGFR, JAK–STAT, and TNFα signaling pathways, each of which supports stem cell maintenance and proliferation, thus indicating that RBCs initiate a broad transcriptional program to enhance hematopoietic regeneration. Importantly, our data demonstrated that this effect is mediated via Notch1, as evidenced by increased surface expression of Notch1 following RBC coculture and the loss of RBC‐induced hematopoietic effects upon Notch1 inhibition. Although Notch1 mRNA levels remained unchanged, the elevated protein expression implies that RBCs enhance Notch1 signaling at the posttranscriptional level, leading to downstream activation of Hes1 and its associated target genes. The essential role of Hes1 was further confirmed using Hes1‐deficient mice; deletion of *Hes1* abrogated the RBC‐induced increases in HSCs. Similarly, pharmacological inhibition of Notch1 signaling using DAPT phenocopied the effects of *Hes1* deletion, reinforcing the conclusion that RBC‐mediated hematopoietic enhancement is critically dependent on Notch1‐driven *Hes1* expression.

Taken together, our findings reveal that RBCs play a previously unrecognized role in modulating HSC function through the Notch1–Hes1 signaling axis. This mechanism is a novel physiological function of RBCs other than oxygen transport and likely represents an adaptive response to hematopoietic stress, facilitating rapid regeneration of bone marrow. Understanding the interplay between RBCs and HSCs could facilitate improvement of hematopoietic recovery in clinical settings, such as after chemotherapy or bone marrow transplantation.

## Author Contributions

T.S. and M.I. conceived the study; E.Y. and T.S. designed the experiments; E.Y., S.H., H.A., and T.O. performed the experiments with the assistance of T.S.; E.Y. and S.H. performed data analysis with the assistance of T.S.; H.A. and D.O. contributed to the sequencing analyses. E.Y., T.S., and M.I. wrote the manuscript.

## Disclosure

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** fsb271022‐sup‐0001‐Supinfo.docx.

**Figure S1:** Size‐matched RBC mimics failed to induce hematopoiesis. Analysis of progenitor cells after culture of 500 HSCs with 1.0 × 10^7^ of RBCs or 5‐μm microbeads. Numbers of WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells are shown (*n* = 4 per group). All data are presented as means ± SD. *P*‐values are shown in the figure.
**Figure S2:** Differential expressions of Hes1‐responsive genes was evaluated. Hes1 regulatory network analysis using the OmniPath database of LSK cells cocultured with RBCs. Whole Hes1‐regulated targets are shown. Red, activating targets; blue, inhibiting targets.
**Figure S3:** Notch2 is not related to RBC‐induced hematopoiesis. (A) Notch2 expression levels in HSCs after culture with or without RBCs for 1 day (*n* = 4 per group). (B–D) Flow cytometric analysis of LSK cells after culture of 500 HSCs with or without 1.0 × 10^7^ RBCs for 1 day. (B) Histogram of LSK cells. (C) The percentages of Notch2^+^ LSK cells among LSK cells are shown (*n* = 3 per group). (D) Median fluorescence intensity (MFI) of Notch2 (*n* = 3 per group). All data are presented as means ± SD. *P*‐values are shown in the figures.
**Figure S4:** The BFU‐E colony‐forming ability of HSCs cocultured with RBCs was not enhanced. Comparison of the BFU‐E colony forming by CD48^−^ CD150^+^ LSK cells isolated from HSCs cultured with or without RBCs. Numbers of BFU‐E colonies after 10 days of culture in MethoCult (medium with EPO) are shown (*n* = 6 per group). All data are presented as means ± SD. *P*‐value is shown in the figure.

## Data Availability

The data that support the findings of this study are available in the Materials and Methods, Results, and/or Supporting Information of this article.

# Supplementary material for: Red Blood Cell‐Mediated Enhancement of Hematopoietic Stem Cell Functions via a Hes1‐Dependent Pathway
**Source:** FASEB J. 2025 Sep 9;39(17):e71022. doi: 10.1096/fj.202500885R
**Supplement:** Supplementary file 1 — Data S1: fsb271022‐sup‐0001‐Supinfo.docx.

**Figure legend only for reviewer**

Flow cytometry analysis of RBCs.

RBCs were stained with PE-Dll1 Ab (BioLegend, Cat# 128307, RRID: AB_1133995), PE-Dll4 Ab (BioLegend, Cat# 130807, RRID: AB_1227634), PE-CD339 (Jagged1) Ab (BioLegend Cat# 130907, RRID: AB_2561302), PE-Jagged2 Ab (BioLegend Cat# 131007, RRID: AB_2128358) or PE-isotype control. (A, B) Histogram plot of HSCs. (C, D) Median fluorescent intensity (MFI) of RBCs expressing Dll1, Dll4, Jag1 or Jag2 (*n* = 4 per group). All data are presented as means ± SD. *P*-values are shown in the figures.

# Supplementary material for: Red Blood Cell‐Mediated Enhancement of Hematopoietic Stem Cell Functions via a Hes1‐Dependent Pathway
**Source:** FASEB J. 2025 Sep 9;39(17):e71022. doi: 10.1096/fj.202500885R
**Supplement:** Supplementary file 2 — Figure S1: Size‐matched RBC mimics failed to induce hematopoiesis. Analysis of progenitor cells after culture of 500 HSCs with 1.0 × 107 of RBCs or 5‐μm microbeads. Numbers of WBCs, Lin− cells, LSK cells, and CD48− CD150+ LSK cells are shown (n = 4 per group). All data are presented as means ± SD. P‐values are shown in the figure. Figure S2: Differential expressions of Hes1‐responsive genes was evaluated. Hes1 regulatory network analysis using the OmniPath database of LSK cells cocultured with RBCs. Whole Hes1‐regulated targets are shown. Red, activating targets; blue, inhibiting targets. Figure S3: Notch2 is not related to RBC‐induced hematopoiesis. (A) Notch2 expression levels in HSCs after culture with or without RBCs for 1 day (n = 4 per group). (B–D) Flow cytometric analysis of LSK cells after culture of 500 HSCs with or without 1.0 × 107 RBCs for 1 day. (B) Histogram of LSK cells. (C) The percentages of Notch2+ LSK cells among LSK cells are shown (n = 3 per group). (D) Median fluorescence intensity (MFI) of Notch2 (n = 3 per group). All data are presented as means ± SD. P‐values are shown in the figures. Figure S4: The BFU‐E colony‐forming ability of HSCs cocultured with RBCs was not enhanced. Comparison of the BFU‐E colony forming by CD48− CD150+ LSK cells isolated from HSCs cultured with or without RBCs. Numbers of BFU‐E colonies after 10 days of culture in MethoCult (medium with EPO) are shown (n = 6 per group). All data are presented as means ± SD. P‐value is shown in the figure.

**Supplemental file**

**Supplemental Figure 1.** **Size-matched RBC mimics failed to induce hematopoiesis.**

Analysis of progenitor cells after culture of 500 HSCs with 1.0 × 10^7^ of RBCs or 5-μm microbeads. Numbers of WBCs, Lin^−^ cells, LSK cells, and CD48^−^ CD150^+^ LSK cells are shown (*n* = 4 per group). All data are presented as means ± SD. *P*-values are shown in the figure.

**Supplemental Figure 2. Differential expressions of Hes1-responsive genes was evaluated.**

Hes1 regulatory network analysis using the OmniPath database of LSK cells cocultured with RBCs. Whole Hes1-regulated targets are shown. Red, activating targets; blue, inhibiting targets.

**Supplemental Figure 3. Notch2 is not related to RBC-induced hematopoiesis.**

(A) Notch2 expression levels in HSCs after culture with or without RBCs for 1 day (*n* = 4 per group). (B–D) Flow cytometric analysis of LSK cells after culture of 500 HSCs with or without 1.0 × 10^7^ RBCs for 1 day. (B) Histogram of LSK cells. (C) The percentages of Notch2^+^ LSK cells among LSK cells are shown (*n* = 3 per group). (D) Median fluorescence intensity (MFI) of Notch2 (*n* = 3 per group). All data are presented as means ± SD. *P*-values are shown in the figures.

**Supplemental Figure 4. The BFU-E colony-forming** **ability of HSCs cocultured with RBCs was not enhanced.**

Comparison of the BFU-E colony forming by CD48⁻ CD150⁺ LSK cells isolated from HSCs cultured with or without RBCs. Numbers of BFU-E colonies after 10 days of culture in MethoCult™ (medium with EPO) are shown (*n* = 6 per group). All data are presented as means ± SD. *P*-value is shown in the figure.

How the deposited data were processed for this re-analysis (not part of the article)

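RNA sequencing covered 8 libraries: HSCs and LSK cells, each cultured for 1 day with or without RBCs, with 2 libraries per group. The authors deposited FPKM values per gene symbol, made from full-length cDNA libraries; the paper's text does not name the aligner, counter, genome build or annotation, and replicates were not pooled. The groups were taken from the sample labels. The other assays of the paper were not analysed here.

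From the deposited FPKM values, log2(FPKM + 1) was computed, with a pseudocount of 1, for the 12003 genes with an FPKM of at least 1 in at least 2 libraries. limma 3.58.1 in R 4.3.3 fitted the mean of each of the 4 groups together, with a mean-variance trend in its empirical Bayes step and no replicate block, which left 4 residual degrees of freedom and a prior of 5.18. Contrasts were RBCs against no RBCs in HSCs and in LSK cells, the difference between these effects (interaction), and LSK cells against HSCs in each condition. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The grouping in the principal component analysis was tested by an exact permutation over all ways to form 4 pairs of libraries. Lists of genes, written from general knowledge before the data were examined, were tested with camera (inter-gene correlation 0.01) and fry: 4 pathway response lists in LSK cells, and in both cell types 13 lists, for red blood cell, neutrophil, monocyte or macrophage, B cell, T cell, NK cell and platelet genes and for the Notch response, heme and oxidative stress response, immediate early genes, retinoic acid response, proliferation and HSC identity. Transcription factors were taken from a list of family name patterns.

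The genes named are those the paper names from the RNA sequencing, and in each cell type the 5 with the largest change in each direction among the genes past the threshold whose libraries with RBCs both lay beyond both libraries without RBCs, and the transcription factors past the threshold. Members of the tested lists are named with their lists. Wfdc17 was chosen after its values were seen.

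Positions, transcript lengths, GC content and gene types came from GENCODE M21 (GRCm38), in which 23318 of the 24346 symbols were found. Absolute depth is unknown. Relative depth was read from the recurring ratio of the FPKM values of genes with a mean FPKM under 1, and gave numbers of reads as multiples of the smallest step of a gene; if every value of a gene is a multiple of a larger number, these are lower bounds. Counting error and floors cover reads, not molecules.

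The procedure was tested on simulated data with 200 of 12003 genes changed: 198 were called, with 5 unchanged genes called. Every simulated change was 4-fold, up or down, on independent normal noise with the spread that limma estimated here. This recovery therefore does not apply to smaller changes. Alternatives covered the pseudocount, the filter, 4 scalings, the samples in the fit, a replicate block, the trend, the thresholds, a two-sample Student test, and the omission of each of the 8 libraries in turn, for which only values are given because 1 group is then left with a single library. After the data had been examined, a fit without short RNA genes, a loess correction for transcript length and GC content, and the interaction tests of the lists were added.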

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

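The tests of explanations in this part were chosen after the results were seen, apart from the test of early erythroid genes; for carried-over leukocytes, platelets and RNA of RBCs and for a shift between libraries as the cause of the genes higher in both cell types, the outcomes to look for had been written before, but the statistics used and their limits were chosen after the values were seen.

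The effect of RBCs differed between HSCs and LSK cells for 13 genes (limma interaction term), 4 with a higher effect in HSCs and 9 with a higher effect in LSK cells. Short RNA genes account for 3 of them. The interaction log2 difference was 6.24 for Snora47, -10.47 for Mir24-2 and 6.45 for Mir8113. These genes, with Gm24148, had at most 3 reads in a library, so single reads on genes of about 100 bases are a candidate explanation for their fold changes. Ccl9 had an interaction log2 difference of -1.74 (FPKM from 14.8 and 16.0 to 2.69 and 4.69 in HSCs, from 72.4 and 78.5 to 65.5 and 75.5 in LSK cells) and Wfdc17 one of -2.77 (adjusted p = 0.0031), with FPKM from 77.5 and 98.7 to 30.1 and 31.6 in HSCs and from 204 and 139 to 391 and 439 in LSK cells. No technical explanation was tested for Ccl9 and Wfdc17 alone, and a different response of the cell types stays open.

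Hbb-b1 had an interaction log2 difference of 5.21. The red blood cell list, in which Hba-a1 and other genes rose, had a median log2 fold change of 0.84 in HSCs (8 of 8 genes higher, camera adjusted p = 1.3e-06) and 0.45 in LSK cells (6 of 8 higher, camera adjusted p = 0.020), with an interaction median of 0.39. Without replicate 1 of the LSK cells with RBCs, the LSK median was 0.22. The paper does not report on hemoglobin genes. RNA of the RBCs carried over is a candidate explanation (the list median of 0.844 in HSCs), but the hemoglobin families moved apart. Summed over 2 copies, alpha genes rose from 1.74 and 1.43 FPKM to 121 and 89.2 in HSCs and from 0.882 and 1.58 to 36.1 and 43.4 in LSK cells. Summed over 3 near-identical copies, which can share reads, beta genes changed from 280 and 337 FPKM to 185 and 209 in HSCs and from 110 and 175 to 147 and 73.5 in LSK cells. The fall of this sum in HSCs comes from Hbb-b2. Hbb-b1 rose in HSCs (1.93 and 1.94 to 65.1 and 31.0 FPKM) and fell in LSK cells (0.907 and 2.12 to 0.0438 and 0.0145 FPKM). Hbb-bs rose in LSK cells (0.00522 and 0.172 to 18.9 and 19.4 FPKM). In HSCs with RBCs, Hbb-bs stood at 0.00753 FPKM in replicate 1 and 19.1 in replicate 2, against 0.0123 and 0.0386 without RBCs. RNA of RBCs would bring both families, so the explanation cannot be told apart from others on these values. Early erythroid commitment cannot be told apart either: 6 early erythroid genes had a median log2 fold change of -0.003136 in HSCs, with 3 of 6 higher, and one of 0.17 in LSK cells, with 5 of 6 higher, and members moved both ways in each.

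Besides the 14 genes of the paper, 24 genes were higher with RBCs in both cell types. The tables argue against several technical explanations of the 38 shared genes as a set. The lists of B cells, T cells and monocytes or macrophages rose far less in both cell types than the shared genes, whose median FPKM rise was 9.42 in HSCs and 13.3 in LSK cells: the median rise in HSCs and LSK cells was 0.12 and 0.375 for monocyte or macrophage genes, 0.0336 and 0.0432 for B cell genes, and 0.00617 and -0.0305 for T cell genes. The platelet list had a median rise of 0.944 in HSCs and 0 in LSK cells, where 5 of its 9 genes were higher and 4 lower. The LSK values argue against platelets as the source of the set in LSK cells. In HSCs platelets cannot be told apart, and the cultured cells express the genes of the list without RBCs. By the outcome written before the data were examined, a rise of the list in both cell types, monocytes or macrophages would not have been excluded, since the median log2 fold change of their genes was 0.48 and 0.74. All 38 genes stayed past the threshold under quantile normalization and 38 after the correction for length and GC content. RNA of the RBCs themselves is unlikely as the source of the set. The ratio of the alpha hemoglobin rise in HSCs to that in LSK cells was 2.68 (2.08 to 3.42 over pairs of replicates), against a median of 0.803 over the shared genes (quartiles 0.445 and 1.41). The summed FPKM rise of 36 shared genes was 1004 in HSCs and 995 in LSK cells, against 103 and 38.5 for the alpha genes, and Alas2 rose by 1.85 and 0.804. With red blood cell genes left out and the libraries rescaled, the 37 shared genes that are not red blood cell genes kept their calls. That setting cannot show where their RNA came from, because it moved all genes about as plain rescaling did (median shift in HSCs 0.0254 against 0.0252). Neutrophils carried over cannot be told apart: their list rose in both cell types, the outcome written before the data were examined, and its genes give no single amount. Over 36 shared genes, the median ratio of the rise in HSC replicate 1 to that in replicate 2 was 0.982, against 7.85 for S100a8, 7.91 for S100a9 and 0.166 for Retnlg. A response of the cultured cells to RBCs stays open.

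The neutrophil list had a median log2 fold change of 0.98 in HSCs (10 of 11 higher, camera adjusted p = 1.4e-05) and 1.14 in LSK cells (11 of 11 higher, camera adjusted p = 9.9e-06). Without replicate 1 of the HSCs with RBCs, the HSC median was 0.47, and the LSK median was 0.75 without replicate 1 of the LSK cells without RBCs and 1.66 without replicate 2 of the LSK cells with RBCs. The monocyte or macrophage list was higher in LSK cells, with a median of 0.74 (6 of 6 higher, camera adjusted p = 1.0e-05). Neutrophils carried over with the RBCs are a candidate explanation for the first list (median of 0.975 in HSCs), but they cannot be told apart from a myeloid response of the cultured cells, because either would raise these genes. Retnlg was lower in HSC replicate 1 with RBCs (0.965 FPKM) than in replicate 2 (5.29), opposite to S100a9 (87.9 and 11.8), and in LSK cells S100a8 stood at 79.1 and 114 FPKM without RBCs.

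In HSCs, 17 genes were lower with RBCs and in LSK cells 13, which the paper does not report. The heme and oxidative stress response list had a median log2 fold change of -0.29 in HSCs (2 of 13 higher, camera adjusted p = 4.0e-05) and -0.40 in LSK cells (3 of 13 higher, camera adjusted p = 4.9e-06). In LSK cells the median was -0.34 under quantile normalization and -0.38 after the correction for length and GC content, both past the threshold. The leukocyte lists gained 0.0773% of all FPKM in LSK cells, and the median fall was 24.2%. These lists hold marker genes only, so their gain does not measure all RNA of other leukocytes. Dilution by such RNA therefore cannot be decided from it. A lower stress response with RBCs is a hypothesis that these data do not separate from other effects of the coculture.

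The HSC identity list was lower in HSCs, with a median of -0.32 (0 of 12 higher, camera adjusted p = 1.4e-05). It was -0.318 under quantile normalization and -0.331 after the correction for length and GC content, so a shift between libraries or such a bias is unlikely. The leukocyte lists gained 0.00948% of all FPKM in HSCs. As they hold marker genes only, this gain cannot decide on dilution by leukocyte RNA. In LSK cells the median of the HSC identity list was -0.12 (4 of 12 higher, camera adjusted p = 0.34) and -0.0598 without replicate 1 of the LSK cells without RBCs. The interaction did not hold under fry (adjusted p = 0.069).

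Proliferation genes had a median log2 fold change of 0.15 in HSCs (17 of 20 higher, camera adjusted p = 0.0014) and -0.20 in LSK cells (1 of 20 higher, camera adjusted p = 2.2e-06), and an interaction median of 0.28 (20 of 20, camera adjusted p = 2.4e-10, fry adjusted p = 0.022). Without replicate 2 of the HSCs with RBCs, the HSC median was 0.08. The interaction median was 0.279 under quantile normalization and 0.303 after the correction for length and GC content, so a shift between libraries or such a bias is unlikely. A different effect on the cell cycle in HSCs and LSK cells may account for it, as a hypothesis found on the same data.

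Retinoic acid response genes had a median of 0.95 in HSCs (7 of 7 higher, camera adjusted p = 1.3e-06) and 0.46 in LSK cells (6 of 7 higher, camera adjusted p = 7.4e-04). Without replicate 1 of the LSK cells without RBCs, the LSK median was 0.77. The HSC median was 0.909 under quantile normalization and 0.955 after the correction for length and GC content, so both explanations are unlikely. Immediate early genes had a median of 0.68 in LSK cells (8 of 8 higher, camera adjusted p = 9.3e-07). Handling of the wells with RBCs cannot be told apart from a response to RBCs, because every well with RBCs was handled with them (list median 0.675).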

How the results depend on the processing

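Hes1 kept its direction and its side of the threshold in HSCs and in LSK cells under each alternative with a test, and its rank of 1 in HSCs; its log2 fold change ranged from 2.49 to 2.84 in HSCs and from 1.56 to 2.05 in LSK cells across the 8 fits that each left out 1 library. The share of variance between the groups ranged from 70.3% to 71.8% across these fits. A group left with 1 library has no spread within it, which tends to raise the share. These shares therefore cannot be compared with the 66.9% of all 8 libraries. For Epor, the log2 fold changes across the same 8 fits ranged from -0.39 to 0.02 in HSCs and from 0.0332 to 0.56 in LSK cells. In LSK cells the list medians ranged from -0.0117 to 0.12 for JAK-STAT, 0.00856 to 0.17 for TNF, 0.14 to 0.26 for EGFR and 0.19 to 0.24 for genes repressed by PI3K.

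With all genes above 0 in at least 1 library, more genes were tested, and 46 genes were higher and 4 lower in HSCs, 63 higher and 7 lower in LSK cells, 25 higher in both, 2 with an interaction, and 0 Hes1 targets passed (9 at an unadjusted p under 0.05). With a mean FPKM of at least 5, fewer genes were tested: 59 were higher and 8 lower in LSK cells, 195 and 221 differed between LSK cells and HSCs without and with RBCs, 0 Hes1 targets passed (2 at an unadjusted p under 0.05), and the TNF list passed the threshold (median 0.12). A pseudocount of 0.1 gave 27 genes lower in HSCs and 485 different between LSK cells and HSCs without RBCs. Quantile normalization gave 20 genes with an interaction, the fit without trend 8 genes lower in LSK cells and 1 with an interaction, an adjusted p under 0.1 gave 33 with an interaction, and the fit without short RNA genes, chosen after seeing the data, 24. The cause was not tested for these. With no fold threshold, 189 genes were higher and 115 lower in HSCs, 278 higher and 136 lower in LSK cells, 93 higher in both, and 1707 and 2923 differed between LSK cells and HSCs without and with RBCs, as a wider criterion admits more genes.

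Camera with an estimated correlation left 0 of the 26 list tests past the threshold (11 at an unadjusted p under 0.05), and the JAK-STAT (median 0.0944) and PI3K (median 0.24) lists were no longer past it. Directions were reversed with all genes above 0 for the NK cell list (0.0790 in LSK cells), the platelet list (-0.0186 in LSK cells) and the Notch response list (0.0345 in LSK cells), and for the interaction medians of the T cell (-0.00581), NK cell (-0.0790) and retinoic acid (-0.0749) lists; for the T cell list in HSCs (-0.0570) with an FPKM of at least 1 in at least 1 library; and for the B cell list in HSCs (-0.0431) under quantile normalization. The NK cell list in HSCs lost its direction with all genes above 0 (median 0). In HSCs, where Mir24-2 and Mir8113 are listed at 0 and have no direction, the correction for length and GC content, chosen after seeing the data, gave 0.12 and 0.11. Among the other results, 73 became weaker and 21 stronger.

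The replicate numbers are not stated to pair the samples, and deviations of same-numbered libraries correlated between -0.067 and 0.0954. With the replicate block, 8 genes had an interaction. The two-group fits and the Student test give no interaction. Under each scaling, the median of all genes moved by less than 0.1 on the log2 scale. Short RNA genes and genes with few reads are limited by depth.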

Differences from the paper's values

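The paper's text gives 40 genes higher with RBCs in HSCs, against 76 here. The count was 46 with all genes above 0 in at least 1 library and 52 with a mean FPKM of at least 5, within 1.5 times the paper's; the other alternatives set before the data were examined did not come as close. For LSK cells the paper's text gives 32, against 108 here, and none of the alternatives set before the data were examined closed the gap. The Venn diagram shows the numbers exchanged, about 32 in HSCs and about 40 in LSK cells in Fig. 5B, read by eye. Against that figure, the HSC count of 46 with all genes above 0 and the LSK count of 59 with a mean FPKM of at least 5 came within 1.5 times, and the other alternatives set before the data were examined did not. The paper's 19 genes in both compare with 38 here; with all genes above 0 the count was 25, and no other alternative set before the data were examined came as close. The paper's 14 genes higher in both and comparable between LSK cells and HSCs compare with 28 here, and the count was 20 with all genes above 0 and also 20 with a mean FPKM of at least 5; the other alternatives did not close the gap.

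For the Hes1 targets in LSK cells, the t-values of Fig. 5E and Fig. 5F, read by eye, differ from limma's moderated t here for 6 of the 10 targets in Fig. 5E and for 5 of 5 in Fig. 5F; those of Jun, Notch2, Il6 and Slc25a5 lie within 1.5 times. Fig. 5E shows about 41 for Notch1, against 3.39; about 7.8 for Kdm6b, against 2.33; about -5.1 for Fcer1g, against -2.14; about -3.4 for Tle1, against -1.12; about 3.6 for Maml1, against 2.04; and about -4.1 for Ckm, against -1.92 in the fit of all genes above 0. Fig. 5F shows about -16 for Rcan1, against -1.48; about -9.1 for Ptgds, against -3.39; about 6.0 for Cdkn1a, against 1.65; and, in the fit of all genes above 0, about -7.3 for Pparg, against -2.48, and about 6.2 for Atoh1, against 3.86. With the two-sample Student test, the t-value was 35.4 for Notch1, 7.37 for Kdm6b, -5.20 for Fcer1g, 3.21 for Maml1, -8.19 for Ptgds and 5.29 for Cdkn1a, each within 1.5 times the figure. For Maml1, the fit of all genes above 0 (2.54) and the fit without trend (3.37) did so as well. For Tle1 and Rcan1, none of the alternatives set before the data were examined closed the gap, nor did those computed for Ckm, Pparg and Atoh1.

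The fold changes of the 14 genes in Fig. 5C and the ratios of geometric mean FPKM here differed by at most 1.02 times over 28 comparisons. Fig. 5D also shows Trail and TGFb among the pathways with a positive score, which the text leaves out; no list for them was tested here. The paper places PI3K first among the pathways with a positive score, whereas here a short list of genes repressed by PI3K, which is not the PROGENy signature, rose in LSK cells with a median log2 fold change of 0.24, a direction opposite to higher PI3K activity. The paper describes Notch1, Kdm6b, Notch2, Maml1 and Il6 as higher in LSK cells, and their log2 fold changes here were 0.49, 0.39, 0.33, 0.34 and 0.68, none past the threshold here or under the alternatives with an adjusted p over all genes. Adjusted over the list alone, Notch1 and Il6 had an adjusted p under 0.05. The paper describes Pparg as suppressed, and here it had 20 reads without RBCs and 8 with RBCs in LSK cells. Among the 14 genes, which the paper describes as comparable in LSK cells and HSCs, Fos differed here in at least 1 condition, and 8 did with no fold threshold.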

Other observations

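The test of the Notch response was chosen after the result was seen. Notch activity is a candidate explanation for the rise of Hes1. The Notch response list had a median log2 fold change of 0.0542 in HSCs (5 of 8 higher, camera adjusted p = 0.68) and -0.22 in LSK cells (3 of 8 higher, camera adjusted p = 0.10). Without replicate 2 of the HSCs without RBCs, the HSC median was -0.0915, and without replicate 1 of the HSCs without RBCs it was 0.13. The LSK median depended on the filter: it was -0.34 with a mean FPKM of at least 5 (adjusted p = 0.023) and 0.0345 with all genes above 0. Members moved both ways, so these RNA values alone cannot separate Notch activity from Notch-independent regulation of Hes1. The paper addressed this by other means. It reports that the inhibitor DAPT lowered Hes1 in HSCs with RBCs to about the level without RBCs. It also reports more Notch1 protein on LSK cells with RBCs by flow cytometry.

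In HSCs, Notch1 had FPKM values of 1.99 and 1.98 without RBCs and 1.99 and 2.29 with RBCs, a log2 fold change of 0.07 (limma adjusted p = 0.90). It was 0.00300 without replicate 2 of the HSCs with RBCs and 0.14 without replicate 1; the interaction had an adjusted p of 0.44. The log2 fold change of Jun in HSCs was 0.82 (limma adjusted p = 0.074) and that of Il6 0.97 (limma adjusted p = 0.069).

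For the remaining lists, the medians in HSCs and LSK cells were 0.004 and 0.18 for B cell genes, 0.15 and -0.16 for T cell genes, -0.26 and -0.36 for NK cell genes and 0.28 and 0.02 for platelet genes. Of these 8 tests, platelet genes in HSCs passed camera (6 of 9 higher, adjusted p = 0.025) but not fry (adjusted p = 0.095). These lists have only 2, 3, 2 and 9 tested genes. The platelet median in LSK cells was -0.15 without replicate 2 of the LSK cells with RBCs, and that in HSCs was 0.15 without replicate 2 of the HSCs with RBCs and 0.47 without replicate 1. The B cell median was -0.0560 in HSCs without replicate 2 of the HSCs without RBCs and -0.00282 in LSK cells without replicate 1 of the LSK cells with RBCs. The T cell median in HSCs was 0.00773 without replicate 2 of the HSCs with RBCs, and the NK cell median in LSK cells was -0.16 without replicate 1 of the LSK cells with RBCs and -0.55 without replicate 2. The monocyte or macrophage list in HSCs had a median of 0.48 (5 of 6 higher, camera adjusted p = 0.040, fry adjusted p = 0.079), and 0.22 without replicate 1 of the HSCs without RBCs. Immediate early genes in HSCs had a median of 0.42 (6 of 8 higher, camera adjusted p = 0.0014, fry adjusted p = 0.078). Of the 26 list tests in both cell types, 16 passed camera and 13 also passed fry. Reads of the targets below the expression filter were compared by exact two-sided binomial tests between LSK cells with and without RBCs: Ckm had 16 and 31 reads (p = 0.11) and Atoh1 6 and 0 reads (p = 0.0099, adjusted p = 0.030 over 3 genes). These compare the libraries, not the conditions.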
